# Nuclear VANGL2 Inhibits Lactogenic Differentiation

**DOI:** 10.3390/cells13030222

**Published:** 2024-01-25

**Authors:** Stefany Rubio, Rut Molinuevo, Natalia Sanz-Gomez, Talieh Zomorrodinia, Chad S. Cockrum, Elina Luong, Lucia Rivas, Kora Cadle, Julien Menendez, Lindsay Hinck

**Keywords:** VANGL2, mammary gland, nuclear localization

## Abstract

Planar cell polarity (PCP) proteins coordinate tissue morphogenesis by governing cell patterning and polarity. Asymmetrically localized on the plasma membrane of cells, transmembrane PCP proteins are trafficked by endocytosis, suggesting they may have intracellular functions that are dependent or independent of their extracellular role, but whether these functions extend to transcriptional control remains unknown. Here, we show the nuclear localization of transmembrane, PCP protein, VANGL2, in the HCC1569 breast cancer cell line, and in undifferentiated, but not differentiated, HC11 cells that serve as a model for mammary lactogenic differentiation. The loss of *Vangl2* function results in upregulation of pathways related to STAT5 signaling. We identify DNA binding sites and a nuclear localization signal in VANGL2, and use CUT&RUN to demonstrate recruitment of VANGL2 to specific DNA binding motifs, including one in the *Stat5a* promoter. Knockdown (KD) of *Vangl2* in HC11 cells and primary mammary organoids results in upregulation of *Stat5a*, *Ccnd1* and *Csn2*, larger acini and organoids, and precocious differentiation; phenotypes are rescued by overexpression of *Vangl2*, but not *Vangl2*_Δ*NLS*_. Together, these results advance a paradigm whereby PCP proteins coordinate tissue morphogenesis by keeping transcriptional programs governing differentiation in check.

## 1. Introduction

Planar cell polarity (PCP) refers to the alignment and organization of cells relative to the proximal–distal tissue plane [1]. A core suite of evolutionarily conserved proteins is responsible for translating global patterning information into asymmetric localization patterns that coordinate morphogenetic behaviors of cells within tissues. The asymmetric localization of these core PCP proteins depends on their differential trafficking that is highly regulated both from the trans-Golgi network following their synthesis, and from the plasma membrane following their internalization when they are redistributed during tissue morphogenesis and after cell division [2]. Recent studies have shown that, upon endocytosis, at least one PCP protein, Van Gogh-like protein 2 (VANGL2), is incorporated into the intracellular membranous compartment where it is involved in numerous activities. For example, a lysosomal function for VANGL2 has been identified in controlling chaperone-mediated autophagy that blocks osteogenesis by binding LAMP2A and preventing the selective degradation of OB-lineage-inhibiting factors [3]. There are also reports of VANGL2 in perinuclear endocytic vesicles in a variety of contexts including a breast cancer cell line, SKBR7 [4], hUVECs under low-fluid shear stress [5], in complexes with the cytoplasmic scaffold protein GIPC [6], and when induced by either the depletion of nucleocytoplasmic shuttling protein Dapper1 [7] or the Adaptor Protein-3 complex [8]. Taken together, these studies suggest that in addition to VANGL2’s key role at the plasma membrane as a PCP protein, it has yet undiscovered roles within the membranous compartments of the cell.

The mammary gland is an organ that undergoes serial stages of morphogenetic tissue remodeling. The initial stage occurs during embryonic development when a nascent ductal structure is formed. The second stage ensues during puberty when the mammary gland undergoes branching morphogenesis to form a mature ductal tree. The third stage takes place in adulthood when the mammary gland is primed for pregnancy with each menstrual cycle and then, with the onset of pregnancy, massively remodeled to build a milk supply in a process known as alveologenesis. We previously showed that VANGL2 is required for normal embryonic mammary gland development and branching morphogenesis. The loss of *Vangl2* function by either conditional knockout or by missense mutation (*Vangl2^Lp/Lp^*), which disrupts trafficking to the plasma membrane, results in several incompletely penetrant morphological phenotypes, including dilated ducts, consistent with disrupted PCP signaling. We also observed disorganized, exuberant, tertiary, alveolar-like structures in the nulliparous animal, suggesting a role for VANGL2 in regulating alveolar differentiation [9]. We identified significant downregulation of *B cell-specific Moloney murine leukemia virus integration site 1* (*Bmi1*) in both *MMTV-Cre*; *Vangl2^fl/fl^* mammary tissue and *Vangl2^Lp/Lp^* outgrowths. BMI1 is a core component of the Polycomb Repressive Complex 1 (PRC1) that, along with Polycomb Repressive Complex 2 (PRC2), functions in the nucleus as an epigenetic repressor through chromatin remodeling [10]. In the mammary gland, the loss of *Bmi1* results in the formation of premature alveolar-like structures in the nulliparous animal [11], echoing the phenotype observed in *Vangl2^Lp/Lp^* outgrowths [9], and raising the possibility that VANGL2 may also play a regulatory role in repressing transcription.

It is now well established that transmembrane proteins, including growth factor and G-protein coupled receptors, are trafficked into the nucleus where they participate in not only the regulation of specific target gene transcription, but also in a wide range of processes including DNA replication, DNA repair, and RNA metabolism [12,13]. Here, we identify DNA binding sites and a nuclear localization signal in VANGL2 and employ Cleavage Under Targets and Release Using Nuclease (CUT&RUN) to identify VANGL2 DNA binding motifs, one of which is found within the *Stat5a* promoter. We show that VANGL2 localizes to the nucleus of undifferentiated, but not differentiated, mammary epithelial cells. The loss of *Vangl2* results in upregulation of *Stat5a* and its target genes *Ccnd1*, *Csn2*, and *Wap*, along with precocious differentiation that is rescued by the overexpression of *Vangl2*, but not *Vangl2*_Δ*NLS*_. Together, these data identify a new role for VANGL2 in regulating lactogenic differentiation by acting as a transcriptional repressor of *Stat5a*.

## 2. Materials and Methods

### 2.1. Cells and Mouse Strain

Just prior to initiating the studies, we purchased HCC1569 cells (CRL-2330™) and HC11 cells (CRL-3062™) directly from ATCC (Manassas, VA, USA. HCC1569 cells were isolated from a metaplastic carcinoma patient. HC11 cells were derived from mammary glands of an inbred BALB/C strain mouse. We expanded the lines, froze numerous vials and then thawed new, low-passage cells to use for experiments and for generating the *Vangl2* KD lines. The HC11 cell line behaved as expected and differentiated over the published time course in response to dexamethasone, insulin, and prolactin. Outbred CD-1 mice were used for organoid culture experiments and obtained from Charles River Laboratories (Wilmington, MA, USA; 022CD1).

### 2.2. Plasmids

The lentivirus plasmids used to transduce cells have the different forms of *Vangl2* cloned into NheI/NotI digested pCDH-CMV-MCS-EF1-Puro. At the N-terminal of *Vangl2*, there is a fused 3XFLAG-GFP. The Vangl2_Δ*NLS*_ construct contains a span of mutations in the Nuclear Localization Signal (NLS) motif of VANGL2, amino acids 349-358 ERRVRKRRAR to EEEVEEEEAE. The plasmids were made by Epoch Life Science, Inc. (Sugarland, TX, USA).

### 2.3. CRISPR/Cas9

Two sgRNAs were designed for mouse *Vangl2* using Synthego (Redwood City, CA, USA) and validated using the UCSC genome browser. *Vangl2* was knocked out by Nucleofection (Lonza Biologics, Hayward, CA, USA: DS-138) HC11 cells with individual sgRNAs and 100 nM of homology directed repair (HDR) template containing stop codons in each frame and a restriction digest site (HindIII: AAGCTT) not found within *Vangl2* or *Cas9*. The HDR template was designed by spanning 50 ± bp from the PAM cut site, at which a stop codon 5′-TAACTAACTAA-3′ and a species-specific unique restriction digest site were added. The cells were grown in 24-well dishes until confluent before isolating into cells that were grown into single colonies in a 96-well dish, and mutants were validated by Western blotting. Two successful *KD* cell lines were used for experiments presented here. The relevant sequences are as follows: mV2sgRNA1 5′-CCCGGCUCUUAGAGCGGUGU-3′, mV2sgRNA2 5′-UAGAGCGGUGUCGGUCCCGG-3′, HDR Template seq1 5′-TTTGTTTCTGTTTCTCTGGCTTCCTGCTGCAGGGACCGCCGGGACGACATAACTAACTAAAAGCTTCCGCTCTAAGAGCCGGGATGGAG-TCGTGGAGATAAATCAGTGACGATCC-3′, HDR Template seq2: 5′-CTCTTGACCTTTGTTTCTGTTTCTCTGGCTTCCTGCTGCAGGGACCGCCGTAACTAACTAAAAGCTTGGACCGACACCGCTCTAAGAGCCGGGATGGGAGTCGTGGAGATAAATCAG-3′.

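*Vangl2* lies on the minus strand of chromosome 1 of GRCm38, from 172000960 to 172028444, and both guides were matched here to its annotated transcripts. mV2sgRNA1, written as DNA CCCGGCTCTTAGAGCGGTGT, matches positions 172012914 to 172012933 and is followed by the protospacer-adjacent motif CGG. Supplementary Figure S2B names the clones made with this guide as those from which *KD1* was chosen. mV2sgRNA2, written as DNA TAGAGCGGTGTCGGTCCCGG, is the guide behind the *KD2* clones. It matches positions 172012923 to 172012942, which overlap the first target, and is also followed by CGG. Both targets lie on the strand opposite to the one the gene is read from. They fall wholly in coding sequence, in an exon that spans 172012828 to 172012948. Of the transcripts that encode a protein of 521 amino acids, it is exon 3 of 8 in one and exon 4 of 9 in the other. With the cut of Cas9 taken 3 bases from the motif, mV2sgRNA1 cuts between positions 172012930 and 172012931, in codon 30, and mV2sgRNA2 cuts between 172012939 and 172012940, in codon 27. Read along the gene, the spliced transcript around the mV2sgRNA1 target is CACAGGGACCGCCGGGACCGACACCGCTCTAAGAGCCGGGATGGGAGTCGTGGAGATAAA. Around the mV2sgRNA2 target it is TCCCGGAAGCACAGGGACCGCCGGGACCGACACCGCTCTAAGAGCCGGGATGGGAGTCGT. The first bases of both stretches come from the exon before. Other places in the genome that resemble the guides, and the sequences of the edited alleles, were not analysed here.

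**Figure D1:**
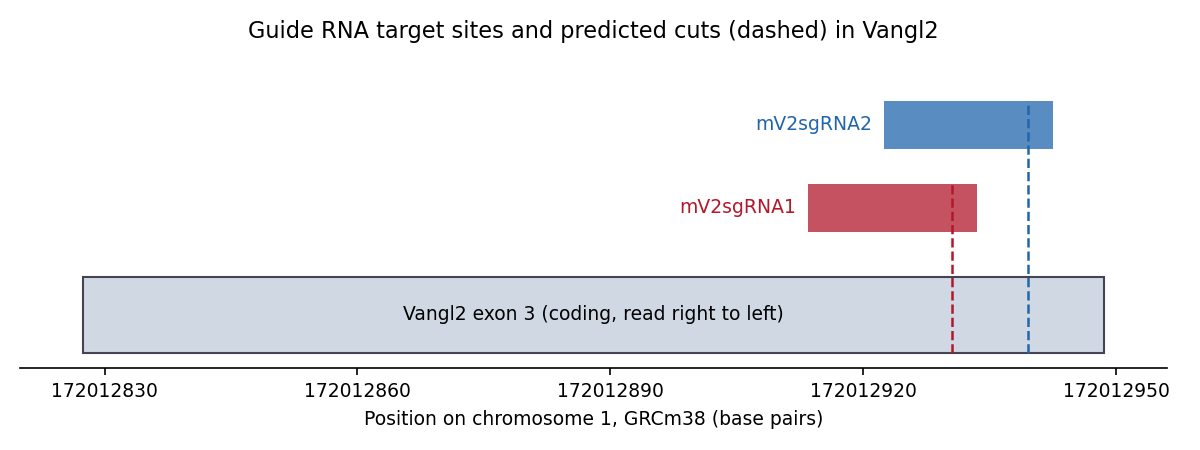
Positions of the guide RNA targets in an exon of *Vangl2* on chromosome 1 of GRCm38, in base pairs, with mV2sgRNA1 in red, mV2sgRNA2 in blue, the exon in grey and the predicted Cas9 cuts as dashed lines. The targets overlap, and both cuts fall in the part of the exon that is read first.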

### 2.4. Cell Culture and Immunocytochemistry

Cells: HCC1569 cells were grown in RPMI-1640 (Thermo-Fisher Scientific, Waltham, MA, USA; 72400047) supplemented with 10% FBS (Thermo-Fisher Scientific, Waltham, MA, USA; MT35010CV) and 1× Anti-Anti (Thermo-Fisher, Waltham, MA, USA; 15240112). Undifferentiated HC11 cells were cultured in RPMI-1640, supplemented with 10% FBS, 5 µg/mL insulin (Millipore-Sigma, Burlington VT, USA; I6634), 10 ng/mL epidermal growth factor (EGF; Thermo-Fisher Scientific, Waltham, MA, USA; AF-100-15), and 1× AntiAnti at 37 °C with 5% CO_2_. To differentiate HC11 cells, first the cells were made competent by growing them to confluency and then maintaining them in growing medium for 2 days. Next, the cells were primed by culturing them in priming medium [RPMI-1640 supplemented with 5% charcoal-stripped-FBS (Equitech Bio, Kerrville, TX, USA; SFBM31) 5 µg/mL insulin, 1 µM dexamethasone (Millipore-Sigma, Burlington VT, USA; D4902-1G), and 1× Anti-Anti] for 18 h at 37 °C with 5% CO_2_. To induce differentiation, primed HC11 cells were cultured in DIP Medium [RPMI-1640, supplemented with 10% FBS, 1 µM dexamethasone, 5 µg/mL insulin, 3 µg/mL Prolactin (National Hormone and Pituitary Program, Los Angeles, CA, USA; oPRL-21) and 1× Anti-Anti] at 37 °C with 5% CO_2_. HC11 and HCC1569 cells were seeded onto an 8-well chamber slide, which was coated with Poly-L-Lysine (Millipore-Sigma, Burlington VT, USA; P8920) for 30 min at room temperature followed by 2X DPBS washes, grown overnight at 37 °C, 5% CO_2_. Cells were fixed using 4% paraformaldehyde for 10 min on ice, permeabilized for 10 min on ice using PBS (Phosphate Buffered Saline) + 0.25% Triton-X 100 (Millipore-Sigma, Burlington VT, USA; X100), incubated in blocking buffer (PBS/1% normal donkey serum (NDS, Millipore-Sigma, Burlington VT, USA; D9663)/O.3M glycine) for 1 h, and incubated overnight at 4 °C with primary antibodies in blocking buffer. Slides were washed 3X with PBS/1% NDS and incubated with secondary antibodies (Thermo-Fisher, Waltham, MA, USA) for 1 h at room temperature, washed again 3X with PBS/1% NDS, and lastly with PBS containing Hoechst33342 (AnaSpec, Fremont, CA, USA; AS-83218) at a 1:2000 dilution. Cells were mounted with Fluoromount G (Southern Biotech, Homewood, AL, USA; 0100-01). Acini: HC11 cells were grown in 3D as previously described [14]. Briefly, 5000 HC11 cells were embedded in 10% Matrigel (Corning, Somerville, MA; CB-40230C) atop a denser base layer of 50% Matrigel (on-top method). Cells were grown in 3D for 10 days before fixation. The cell media were changed on the cells every 2 days, and the cells were fixed for immunofluorescent analysis by fixing the whole cultures in each well of an 8-well chamber slide and stained as described above. Primary Mosaic Organoids: Organoids from primary cells harvested from CD1 mice were generated as previously described [14]. Briefly, the differentially trypsinized cells were independently transduced with lentivirus constructs at 30 MOI for 72 h prior to their embedding in Matrigel as described above for 3D HC11 acini. Embedded primary cells were cultured in basal DMEM/F12 media (Thermo-Fisher, Waltham, MA, USA; 11039021) supplemented with 1X N-2 (Thermo-Fisher, Waltham, MA, USA; 17502048), 1X B-27 (Thermo-Fisher, Waltham, MA, USA; 12587010), 100 ng/mL Nrg1 (R&D Systems Minneapolis, MN, USA; 5898-NR-050), 42.5 ng/mL R-spondin (Thermo-Fisher, Waltham, MA, USA; 120-38), 1 nM Rho-inhibitor (Y-27632; Cell Signaling Technologies, Danvers, MA, USA; 13624S), and 10 ng/mL EGF. After 5 days, growing organoids were cultured in differentiation media (DMEM/F12 containing 1X N-2, 1X B-27, 100 ng/mL Nrg1, 42.5 ng/mL R-spondin, 1 nM Rho-inhibitor, 1 µg/mL prolactin, 5 µg/mL dexamethasone, and 5 µg/mL insulin) for an additional 3 days. Nuclei: Nuclei were isolated from HC11 using the EZ Nuclei Kit and mounted onto positively charged slides before fixing using 100% MeOH (totaling 50% MeOH fix) for 2 min at room temperature. A second fixation step was performed using 100% MeOH for 2 min. The nuclei were incubated with blocking buffer (1% Normal Donkey Serum in PBS + 0.3 M glycine) for 1 h. Primary antibodies were incubated in blocking buffer overnight at 4 °C in a humid chamber. The nuclei were washed 2X using PBS + 0.1% Triton X-100 for 5 min. Secondary antibodies (Thermo-Fisher, Waltham, MA, USA) were added for 1 h at room temperature in a humid chamber. The slides were washed 2X using PBS + 0.1% Triton X-100 for 5 min, and a third wash using Hoechst 33342 in PBS for 5 min. The nuclei were mounted in Fluoromount G and dried overnight before sealing with clear nail polish. Cells and organoids were using Zeiss Axio Imager Microscope. Nuclei were imaged on a Solamere Spinning Disk (Yokogawa, Houston, TX, USA; CSU-X1 spinning disk) confocal.

Primary antibodies: anti-VANGL2 (Millipore-Sigma, Burlington VT, USA; ABN2242), anti-BMI1 (Cell Signaling Technologies, Danvers, MA, USA; D42B3), anti-LMNB1 (Thermo-Fisher, Waltham, MA, USA; 33-2000), anti-STAT5 (Santa Cruz Biotech, Dallas, TX, USA; sc-836), anti-ELF5 (Thermo-Fisher, Waltham, MA, USA; 720380), anti-CCND1 (Cell Signaling Technologies, Danvers, MA, USA; 2978), anti-CSN2 (ABclonal, Woburn, MA, USA; A12749), anti-CSN2 (ABclonal, Woburn, MA, USA; A12749), anti-GFP (Aves Lab, Davis, CA, USA; GFP-1020), anti-KRT14 (Covance, San Carlos, CA, USA; PRB-155P), anti-KRT8 (Developmental Studies Hybridoma Lab, Iowa City, IA, USA; TROMA-1). Actin was visualized using phalloidin-conjugated with Alexafluor 488 (Abcam, Waltham, MA, USA; 176753).

### 2.5. Western Blotting

Subcellular fractionation was done as reported previously [15], with minor modifications: Hexaylene Glycol (Millipore-Sigma, Burlington, VT, USA; 112100) was substituted for 10% Glycerol in the buffers and 3 washes were performed in between each fraction using respective buffers. Protein expression was determined by running the lysates dissolved in equal volume of 2X Laemli Buffer on an SDS-Page gel for 1.5 h at 100 V. The proteins were transferred to a Immobilon-P Membrane (Millipore-Sigma, Burlington, VT, USA; IPVH85R) membrane for 1.5 H at 400 mA. The membranes were rinsed in TBST-Low Salt (0.15 M NaCl) before they were blocked in 5% BSA (VWR, Radnor, PA, USA; 103219-864) diluted in TBST-Low Salt and rocked at room temperature for 1 h. Primary antibody (in 5% BSA/TBST-Low Salt) incubation was done overnight on a rocking platform at 4 °C. Membranes were washed 3X using TBST-High Salt (0.4 M NaCl) and 1x in TBST-Low Salt, each for 5 min, rocking at room temperature. Membranes were then incubated with secondary antibodies conjugated with Horseradish Peroxidase (Jackson ImmunoResearch Labs, West Grove, PA, USA), diluted in 5% non-fat dry milk/TBST-Low Salt rocking at room temperature for 45 min. The membranes were washed 3X using TBST-High Salt and 1X TBST-Low Salt, each for 5 min, rocking at room temperature. Immunoblots were developed using Clarity ECL (BioRad, Hercules, CA, USA; 1705060) and detected using the BioRad ChemiDoc MP Imaging System (BioRad; 12003153). Protein expression was determined relative to a housekeeping protein specific to each cellular compartment probed. Primary antibodies: anti-pVANGL2-S79/S82/S84 (Abclonal, Woburn, MA, USA; AP1207), anti-VANGL2 (Millipore-Sigma, Burlington VT, USA; MABN750), anti-TUBB1 (Millipore-Sigma, Burlington VT, USA; T7816), anti-HH3 (Santa Cruz Biotech, Dallas, TX, USA; sc517576), anti-GAPDH (Santa Cruz Biotech, Dallas, TX, USA; sc-365062).

### 2.6. RNA-Sequencing

HC11 cells were grown in a 60 mm dish until 90% confluent and harvested using Trizol Reagent (Thermo-Fisher, Waltham, MA, USA; 15596026). The RNA extraction was done as described [16]; however, samples were not flash frozen because mammalian cells easily lyse. RNA libraries were generated using the NEBNext^®^ Ultra^TM^ RNA Library Prep Kit for Illumina^®^ (New England Biolabs, Ipswich, MA, USA; E7530). In brief, 1 µg of total RNA from *WT* and *Vangl2 KD1* and *KD2* HC11 cells was poly-A-selected and used to generate cDNA libraries, which were paired-end sequenced on a NovaSeq6000 platform for 50 cycles (50PE). Raw sequence reads were quality filtered (reads with an average <Q20 were discarded) and adapters were trimmed using fastp [17]. The processed reads were mapped to the GRCm38 mouse genome using HISAT2 [18]. Reads were counted over exons annotated in gencode’s GRCm38 v23 GTF annotation file at the gene level using featureCounts from subread [19]. Differential expression analysis was performed using those read counts and DEseq2 (Wald tests) [20]. Genes with an FDR (Benjamini–Hochberg-corrected *p*-value) and an absolute fold change > 2 were qualified as differentially expressed. Pathway enrichment was performed on sets of differentially expressed genes using ENRICHR [21].

### 2.7. CUT&RUN Data Processing and Analysis

We collected 100,000 cells from three independent dishes of HC11 cells at undifferentiated, confluent, and differentiated states. CUT&RUN was performed on HC11 cells using a rabbit anti-VANGL2 antibody (1:50, Millipore-Sigma, Burlington, VT, USA; ABN2242) and isotype control IgG (Cell Signaling Technologies, Danvers, MA, USA; 2729) and the CUT&RUN Assay Kit (Cell Signaling Technologies, Danvers, MA, USA; 86652). The resulting DNA fragment samples were generated into libraries using the SimpleChIP^®^ ChIP-seq DNA Library Prep Kit for Illumina^®^ (Cell Signaling Technologies, Danvers, MA, USA; 56795) and SimpleChIP^®^ ChIP-seq Multiplex Oligos for Illumina^®^ (Dual Index Primers) (Cell Signaling Technologies, Danvers, MA, USA; 47538). Samples were sequenced using the NovaSeq 6000, 50PE (UC Berkeley, Berkeley, CA, USA). Sequences were subjected to quality control using FastQC [22], then aligned to the mm39 mouse genome assembly with bowtie2 [23], followed by spike-in normalization. Duplication was assessed and removed when necessary, using Picard MarkDuplicates “http://broadinstitute.github.io/picard/” (accessed on 9 December 2023), and best quality reads according to bowtie2 quality score were filtered. Peaks were called using MACS [24], and annotated to genomic features using Chipseeker [25]. Replicate reproducibility was assessed with the Euclidean distance and plotted in a heatmap. DeepTools2 was used to plot the distribution of peaks relative to TSSs and profile the signal intensity [26]. Motif finding was performed with MEME and STREME [27], using the bed files and the JASPAR motif database as input. Integrative Genomics Viewer (IGV) was used for visualization of the peaks [28]. Enrichr was used for pathway enrichment analysis [29]. To identify the VANGL2 binding motifs in *Stat5a*, we obtained overlapping peaks from the undifferentiated samples using bedtools [30]. The discovery of representative motifs was performed using MEME with the following specifications: a maximum of 25 motifs from 5 to 30 nucleotides. The motifs obtained were compared with the peak sequences found in the *Stat5a* promoter. Among the representative motifs, we found one present in the 3 replicates of the *Stat5a* promoter.

### 2.8. Statistics

The mean ± SEM is reported. *p*-values are determined using unpaired *t*-test with a Welch’s correction, unless specified. Significance is denoted as *p* ≥ 0.05 = ns, 0.05 < *p* < 0.01 = *, 0.01 < *p* < 0.001 = **, and *p* < 0.001 = ***.

## 3. Results

### 3.1. VANGL2 Localizes to the Nucleus in HCC1569 Cells and Undifferentiated, but Not Differentiated, HC11 Cells

To investigate the subcellular localization of VANGL2, we initially examined HCC1569 cells, a highly proliferative, HER2+ breast cancer cell line that expresses high levels of *Vangl2* (Supplementary Figure S1A) [31,32]. We observed VANGL2 puncta in the nucleus that is outlined by nuclear envelope marker Lamin B1 (LMNB1) staining (Supplementary Figure S1B, arrow). We also observed punctate VANGL2 staining along the plasma membranes outlined by CDH1 staining (Supplementary Figure S1B, arrowhead). Because VANGL2 is not known to be localized in the nucleus, we further examined its subcellular localization by fractionation followed by immunoblotting (Supplementary Figure S1C,D). Using an antibody directed against three serines (S79/S82/S84) of VANGL2 that are phosphorylated by the ROR2 tyrosine kinase receptor (pVANGL2) and are reported to protect it from endoplasmic reticulum associated degradation [33,34,35], we found pVANGL2 present in both the cytoplasmic/membrane and nuclear fractions (Supplementary Figure S1C). We also used an antibody targeting the N-terminus of VANGL2 and detected at least four VANGL2 forms of varying phosphorylation with more hyperphosphorylated VANGL2 in the cytoplasmic/membrane fraction and less hyperphosphorylated VANGL2 in the nuclear fraction (Supplementary Figure S1D).

To explore a potential functional role for VANGL2 in the nucleus, we turned to HC11 cells because they offer an in vitro model of mammary lactogenic differentiation. To evaluate levels of *Vangl2* over the time course of differentiation, we interrogated a recently published RNA-seq dataset and found that *Vangl2* mRNA is present over the time course of differentiation, but its expression in undifferentiated HC11 cells is less than its expression in embryonic stem cells, and *Vangl2* levels decrease with differentiation (Supplementary Figure S1E) [36]. Next, we used immunocytochemistry to examine the subcellular localization of VANGL2 over the time course of HC11 cell differentiation. HC11 cells were grown to confluence and maintained for two days before priming by withdrawing epidermal growth factor. Differentiation was then induced by treating the cultures with prolactin, along with dexamethasone and insulin, resulting in the formation of milk domes in five to seven days (Figure 1A–D) [37]. Phase contrast images showed examples of cells at confluence and priming, and at differentiation day 7 when milk domes were visible (Figure 1B–D, top row). Immunostaining for VANGL2 (Figure 1B–D, middle row) and BMI1 (Figure 1B–D, bottom row) in confluent cells revealed strong nuclear staining that was slightly diminished at priming (Figure 1C). However, by seven days of differentiation, there was little to no nuclear VANGL2 and it appeared, instead, primarily as puncta in the cytoplasm (Figure 1D, middle row). BMI1 staining was largely absent at this stage (Figure 1D, bottom row). These data suggest that VANGL2 and BMI1 are in the nucleus in undifferentiated confluent HC11 cells, but that differentiation results in the loss of VANGL2 nuclear localization and diminished BMI1 expression. To further examine the nuclear localization of VANGL2, we isolated nuclei from confluent HC11 cells and immunostained for VANGL2 and BMI1, which were present in a largely non-overlapping pattern within the nucleus (Figure 1E). Examining VANGL2 with LMNB1, we found VANGL2 puncta overlapping with LMNB1 staining (Figure 1E, bottom row arrows).

We further investigated the subcellular localization of VANGL2 by fractionating confluent (C), primed, (P) and differentiated (D) HC11 cells, and immunoblotting for VANGL2 (Figure 1F–I). Using the anti-phosphoVANGL2 antibody, we observed pVANGL2 at every time point in all fractions: cytoplasmic/membrane, nuclear, and insoluble nuclear (Figure 1F,G). However, consistent with the immunocytochemical results, the nuclear fraction contained less pVANGL2 at priming and little to no pVANGL2 at differentiation. Concordantly, pVANGL2 increased in the cytoplasmic/membrane fraction at differentiation; however, in the insoluble nuclear fraction no changes were observed in the amount of pVANGL2 (Figure 1F,G). We also used the anti-N-terminus VANGL2 antibody and detected at least four VANGL2 forms of varying phosphorylation with different forms present in the three fractions (Figure 1H,I). At all stages of the time course, VANGL2 was present in the cytosolic/membrane fraction. VANGL2 was also in the nuclear and insoluble nuclear fractions in confluent and primed cells. However, in differentiated cells, there was little to no VANGL2 in the nuclear fraction and trending less in the insoluble nuclear fraction, while it increased in the cytoplasmic/membrane fraction (Figure 1H,I). Taken together, these data support the notion that nuclear localization of VANGL2 is dependent on the differentiation state of HC11 cells.

### 3.2. Undifferentiated Vangl2 Knockdown Cells Display Increased Polyploidy and Express Genes Involved in Lactogenic Differentiation

To determine the role of VANGL2 in HC11 cells, we targeted *Vangl2* using CRISPR/Cas9 and two different RNA guide sets. Two independently targeted cell lines were generated, and immunoblotting showed little to no VANGL2 in line 1 (*KD1*) and greatly diminished VANGL2 in line 2 (*KD2*) (Figure 2A and Figure S2A–D). We examined the phenotype of these KD lines by growing wildtype (*WT*) and *KD* cells to confluence and staining for actin and DNA. We found that in contrast to the uniformly small nuclei of *WT* cells, the *Vangl2 KD* lines had cells with large nuclei that appeared to be polyploid (Figure 2B, arrows). Polyploidy is one of the characteristics of differentiated, milk-producing alveolar cells [38,39]. To further investigate whether HC11 cells undergo polyploidization with the loss of *Vangl2*, we performed FACS analysis (Figure 2C–E; Supplementary Figure S2E,F). In contrast to *WT* cells, cells from both *KD* lines had high scatter parameters, reflecting an increase in cell size and complexity (Figure 2C,D). Furthermore, DNA content analysis revealed an increased proportion of polyploid (>4C) cells in the *KD* lines relative to the *WT* (2.72-fold and 2.66-fold increase in *KD1* and *KD2*, respectively) (Figure 2E and Figure S2E,F). In addition, we noted an increase in the proportion of S phase cells in *KD1*, suggesting this line was more proliferative than *KD2* (Supplementary Figure S2E,F).

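RNA was taken from 9 HC11 cultures, 3 each of the parental *WT* cells, *KD1* and *KD2*. HC11 is a mouse mammary epithelial cell line. The methods state that cells were 90% confluent, and that undifferentiated cells were kept in medium with 10% FBS, 5 µg/mL insulin and 10 ng/mL EGF. Libraries were made from 1 µg of total RNA after poly-A selection and sequenced in paired reads of 50 cycles. The authors trimmed reads and required an average quality of 20 with fastp, mapped them to GRCm38 with HISAT2 and counted them over the exons of each gene with featureCounts. The values analysed here are those counts, without normalization, for 55228 genes, of which 31678 had at least 1 count in any culture. The paper's text does not name the strandedness of the libraries or how reads that map to several places were counted. Genes that overlap another gene or share sequence with one are therefore uncertain and are named as such.

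Between 20030410 and 25505223 reads per *WT* culture were counted on genes, with a median of 20944890. The range was 25514438 to 27896032 in *KD1*, with a median of 26542868, and 19231428 to 28360592 in *KD2*, with a median of 23601785. A floor of 3 counts is 0.106 CPM (counts scaled to a common library size) in the deepest library and 0.156 CPM in the shallowest. The reads carried no molecular identifiers, so this floor covers counting error only. Replicates of a line were compared by a chi-square test of their counts over genes, and every pair differed beyond the sampling noise. The chi-square value per degree of freedom was 1.42 to 1.91 between *KD1* replicates and 3.69 to 14.6 between *WT* replicates. Between *KD2* replicates 1 and 2 it was 1.85, but it was 19.9 and 25.4 between these and replicate 3.

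Libraries were scaled by the TMM method, and 15253 genes that passed edgeR's expression filter were tested in one fit of all 9 cultures. A gene was counted as differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change above 1, and a single named gene as changed at an adjusted p under 0.05. The authors used DESeq2 with a fold change above 2, and the paper's text leaves out the value of its FDR limit. The cultures of each line carry replicate numbers, so the fit was repeated with the replicate number as a block. Deviations of same-numbered cultures from the means of their lines had a mean correlation across genes of 0.0012, from -0.065 to 0.079 over the pairs, and those of differently numbered cultures a mean of -0.0011. No library of cells cloned or nucleofected without a *Vangl2* guide was analysed here.

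The *Vangl2* transcript (ENSMUSG00000026556) had 66, 99 and 86 counts in the *WT* cultures, 75, 48 and 69 in *KD1*, and 90, 118 and 90 in *KD2*. This was 3.85 ± 0.421 CPM (SD, n = 3) in *WT*, 2.48 ± 0.513 CPM in *KD1* and 4.00 ± 0.399 CPM in *KD2*. The log2 fold change against *WT* was -0.63 in *KD1* (standard error 0.171, adjusted p = 0.0058 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *KD2* it was 0.05 (standard error 0.162, adjusted p = 0.81 from the same test). With the replicate block these values were -0.64 and 0.05. Leaving out *KD1* replicate 2 moved the *KD1* value most, to -0.47, and leaving out *WT* replicate 1 or *KD2* replicate 3 turned the small *KD2* value negative. The level of the transcript thus sets the *KD1* libraries apart from *WT* and does not check the label of *KD2*, and *KD1* and *KD2* here mean the libraries so labelled.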

To further examine the consequences of *Vangl2* loss, we performed RNA-seq analysis on confluent *WT* cells and the two different *Vangl2 KD* HC11 cell lines (Supplementary Figure S2G–K). 

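Against *WT*, 1425 genes were higher and 1143 lower in *KD1* (adjusted p under 0.05 and absolute log2 fold change above 1, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *KD2*, 2211 genes were higher and 1024 lower. Higher genes made up 55.5% of the calls in *KD1* and 68.3% in *KD2*. Without the limit on the fold change, 8686 genes in *KD1* and 10254 in *KD2* passed the adjusted p alone. With the replicate number as a block, the counts were 1424 higher and 1136 lower in *KD1*, and 2206 higher and 1021 lower in *KD2*. The alternative that moved these counts most was a filter that kept only genes with at least 10 counts in every one of the 9 cultures. It left 766 higher and 553 lower genes in *KD1*, and 1173 higher and 525 lower in *KD2*. Of these, 724, 553, 1047 and 525 were genes also called under the expression filter. The stricter filter drops every gene that is silent in one of the lines.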

Comparing the two *KD* lines to parent HC11 cells, we observed differential gene expression between each cell line, characterized by upregulated and downregulated genes (Supplementary Figure S2G–I). These differences in gene expression between the two *KD* lines were not surprising given that HC11 cells comprise a heterogenous population and, accordingly, the generation of *KD* lines from cell cloning resulted in lines with different transcriptomes. However, we reasoned that gene expression changes shared between the two lines, in relation to *WT* gene expression, could provide insight into the consequences of *Vangl2* loss (Supplementary Figure S2I). 

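The direct comparison of the *KD* lines gave more differentially expressed genes than either line against *WT*. At the same limits of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2247 genes were higher and 1309 lower in *KD2* than in *KD1*, a total of 3556, against totals of 2568 for *KD1* and 3235 for *KD2* relative to *WT*. The replicate block gave 2241 and 1311. Among genes called in both lines relative to *WT*, 412 went in opposite directions. Of these, 149 were higher in *KD1* and lower in *KD2*, where 95.7 would be shared if the calls of the lines were independent, and 263 were lower in *KD1* and higher in *KD2*, where 165.7 would be shared. With the block the opposite genes numbered 411.

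Among the genes called in opposite directions, those furthest apart between the lines, 2 in each direction, were *Ptx3*, *4930597G03Rik*, *Lancl3* and *Sprr2g*. *Ptx3* (ENSMUSG00000027832, chromosome 3, 66219910 to 66225805) was at 8.24 ± 0.499 CPM (SD, n = 3) in *WT*, at the floor in *KD1*, with 0, 0 and 1 counts, and at 29.1 ± 1.14 CPM in *KD2*. It was at least 70.7-fold lower in *KD1* than in *WT*, and its log2 fold change in *KD2* was 1.82 (standard error 0.0934, adjusted p = 1.3e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *4930597G03Rik* is a long non-coding RNA on chromosome 14 that shares 9.99% of its sequence windows with other genes. It had 5, 5 and 8 counts in *WT*, no count in *KD1* and 8.01 ± 1.35 CPM in *KD2*. Its fall in *KD1* is therefore known only as at least 2.42-fold. *Lancl3*, on the X chromosome and overlapped by *Gm14862* on the other strand, was at least 52.1-fold higher in *KD1* than in *WT*, with *WT* and *KD2* both at the floor. *Sprr2g*, annotated as a polymorphic pseudogene, rose from 0.454 ± 0.103 CPM in *WT* to 75.6 ± 1.64 CPM in *KD1* and stood at 0.142 ± 0.0674 CPM in *KD2*.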

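Both lines shared 602 genes higher than in *WT* and 303 lower, where 206.6 and 76.7 would be shared if the calls of the lines were independent (limits of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate block the shared genes numbered 595 and 302. Across the 15253 genes tested, the log2 fold changes of the lines had a Pearson correlation of 0.247 and a Spearman correlation of 0.296, and genes are not independent replicates. Both lines were compared with the same *WT* cultures. When each line was set against different *WT* cultures, the correlation was 0.210 to 0.226 over 6 arrangements.

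Of the shared genes with a mean log2 CPM above 1 and no overlap between *KD* and *WT* cultures, *Nos2*, *Gm4070*, *Clic5*, *Ntn1* and *Apol9b* rose most on average. *Nos2* (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254) had 7, 10 and 8 counts in *WT*, 169 ± 1.28 CPM (SD, n = 3) in *KD1* and 9.88 ± 0.970 CPM in *KD2*. Its log2 fold change was 8.76 in *KD1* (standard error 0.117, adjusted p = 7.3e-15) and 4.66 in *KD2* (standard error 0.154, adjusted p = 2.1e-11), both from the test named above. *Clic5* had log2 fold changes of 8.10 and 3.90 in *KD1* and *KD2*, and *Ntn1* of 4.21 and 7.50. *Gm4070*, at the floor in *WT*, was at least 14.2-fold higher in *KD1* and 31.8-fold higher in *KD2*, and 97.8% of its sequence windows also occur in other genes, mostly *Gvin1* and *Gm8979*. *Apol9b*, which shares 52.3% of its windows with others, mostly *Apol9a*, was at least 31.3-fold and 50.7-fold higher.

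*Tmem47*, *Sostdc1*, *Sdk2*, *Hhip* and *Akr1c18* fell most. *Sostdc1* (ENSMUSG00000036169, chromosome 12, 36314139 to 36318452) had 27.6 ± 4.57 CPM (SD, n = 3) in *WT* and at most 3 counts in any *KD* culture, which makes it at least 236.7-fold lower in *KD1* and 224.5-fold lower in *KD2*. *Sdk2* was at least 117-fold and 111-fold lower. *Tmem47* was at least 132-fold and 125-fold lower, and it lies on the X chromosome and overlaps *Gm26775* on the other strand. *Hhip* was at least 80.7-fold lower in *KD1* and had a log2 fold change of -5.19 in *KD2*. *Akr1c18*, on chromosome 13, had a log2 fold change of -6.34 in *KD1* and was at least 97.0-fold lower in *KD2*. The median log2 fold change of all tested genes in *KD2* was -0.63 on the X chromosome and -0.66 on chromosome 13.

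**Figure D2:**
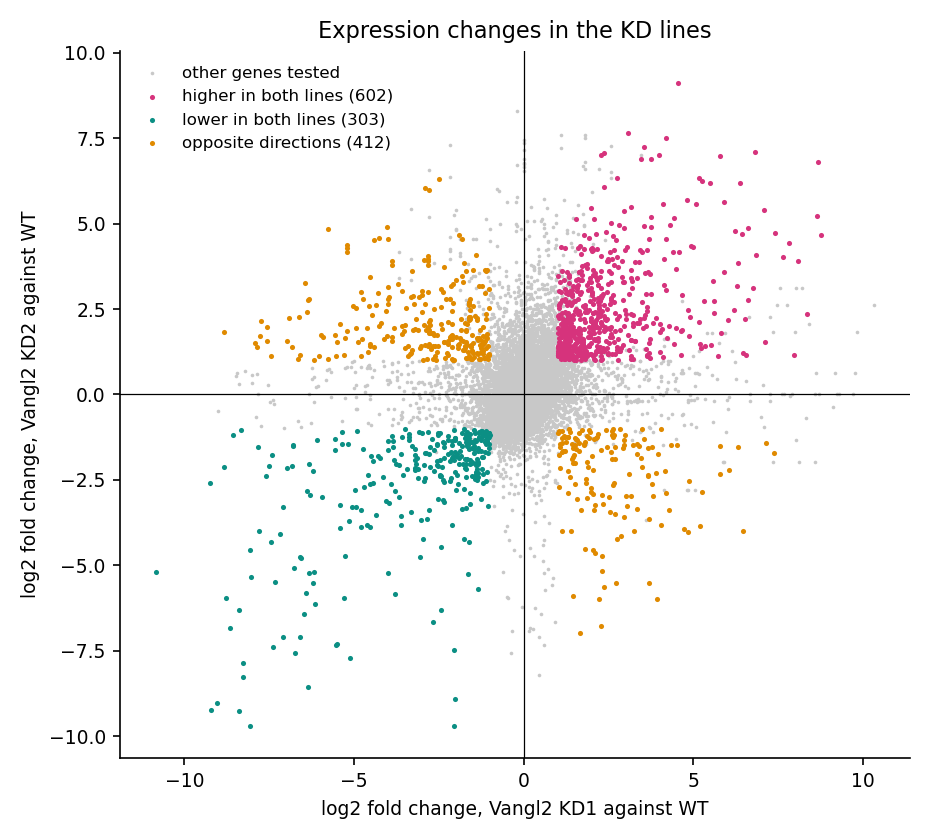
Log2 fold change of each of the 15253 tested genes in *KD1* (horizontal axis) and *KD2* (vertical axis) against *WT*, with genes called higher in both lines in pink (602), lower in both in teal (303), in opposite directions in orange (412) and all others in grey. Fold changes of genes at the floor of 3 counts in a line are not measured sizes.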

We performed pathway enrichment analysis on these overlapping genes using Enrichr and discovered shared upregulation of STAT5, IRF8, and IRF1 pathways (Supplementary Figure S2J) [21]. 

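*Irf1* (ENSMUSG00000018899, chromosome 11, 53770014 to 53778374), which *Gm17334* overlaps on the other strand, had 32.3 ± 1.05 CPM (SD, n = 3) in *WT*, 94.9 ± 1.22 CPM in *KD1* and 91.4 ± 8.19 CPM in *KD2*. Its log2 fold change was 1.55 in *KD1* (standard error 0.0700, adjusted p = 2.4e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *KD2* it was 1.50 (standard error 0.0700, adjusted p = 5.3e-10 from the same test). The replicate block gave 1.55 and 1.50. *Irf8* (ENSMUSG00000041515, chromosome 8, 120736358 to 120756694) was at the floor in *WT*, with 1, 0 and 2 counts, and had 4, 7 and 8 counts in *KD1* and 16, 24 and 23 in *KD2*. It was at least 1.77-fold higher in *KD1* and 6.13-fold higher in *KD2* (adjusted p = 0.017 and 2.7e-05, the same test). The block gave adjusted p = 0.012 and 1.0e-05. Leaving out *WT* replicate 2 or *KD1* replicate 3 left the *KD1* change outside the threshold, with an adjusted p of 0.074 and 0.057.

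The Enrichr libraries were not used here, and fixed lists of known target genes were tested in their place with edgeR's camera test, which asks whether a list moved more than the other genes. Of 69 interferon and IRF response genes, among them *Irf1* and *Irf8*, 68 were tested. Their median log2 fold change was 1.53 in *KD1*, with 65 of 68 higher and 39 called higher, and 2.54 in *KD2*, with 66 of 68 higher and 55 called higher (camera with Benjamini-Hochberg adjustment over lists and lines, adjusted p = 2.4e-22 and 5.8e-42). With the block the medians were 1.52 and 2.54. The alternative that moved them most, the filter at 10 counts in every culture, gave 0.96 and 1.63. The list of 25 STAT5 response genes, which includes milk protein genes, had 14 members tested. Their median log2 fold change was 0.65 in *KD1*, with 11 of 14 higher and 6 called higher (adjusted p = 0.0091 by camera), and 0.65 with the block. The *KD1* median was 0.16 without a filter on low counts and 0.24 with the filter at 10 counts, and the list stayed past the threshold in each (adjusted p = 0.011 and 0.0067 by camera). In *KD2* the median was 0.06, with 7 of 14 higher, 2 called higher and 1 called lower (adjusted p = 0.37 by camera). There the self-contained test fry gave an adjusted p of 0.0012. It asks whether the genes of a list moved in a common direction, without comparing them with other genes. The fit without a filter on low counts gave a median of -0.05. The difference between the lines did not pass the threshold either, with a median of -0.32 in *KD2* against *KD1* (adjusted p = 0.19 by camera).

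The paper attributes the differences between the lines to cloning from a mixed population. It reasons that changes shared by the lines could still give insight into the loss of *Vangl2*. From the enrichment of the shared genes it states that the STAT5, IRF8 and IRF1 pathways were upregulated in both lines.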

STAT5 signaling, a master regulator of lactogenic differentiation, is activated downstream of prolactin signaling and culminates in expression of milk protein genes, including beta-casein (*Csn2*) and whey acidic protein (*Wap*), both of which contain STAT5-responsive elements in their promoters [40]. STAT5 signaling also promotes proliferation through its upregulation of *Cyclin D1* (*Ccdn1*) [41]. IRF1 and IRF8 are downstream targets of JAK/STAT [42,43], and associated with milk production [44]. 

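*Suz12* (ENSMUSG00000017548, chromosome 11, 79993106 to 80034123), which *Gm26563* overlaps on the other strand, had 392.5 ± 13.4 CPM (SD, n = 3) in *WT*, 384 ± 6.52 CPM in *KD1* and 281 ± 45.0 CPM in *KD2*. Its log2 fold change was -0.03 in *KD1* (standard error 0.0904, adjusted p = 0.78 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *KD2* it was -0.48 (standard error 0.0908, adjusted p = 3.4e-04 from the same test). With the replicate block these were -0.03 and -0.49. *KD2* replicate 3 was the lowest culture, and without it the *KD2* value was -0.35. *Mtf2* (ENSMUSG00000029267, chromosome 5, 108065674 to 108109004), overlapped by *Tmed5*, moved in opposite directions. Its log2 fold change was 0.27 in *KD1* (standard error 0.0913, adjusted p = 0.021) and -0.24 in *KD2* (standard error 0.0921, adjusted p = 0.031), with 0.27 and -0.25 in the block fit of that test. The *KD2* call was lost in 6 of 17 alternatives and the *KD1* call in 2, and chromosome 5 as a whole had a median of -0.20 in *KD2*.

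*Ezh2* (ENSMUSG00000029687, chromosome 6, 47530139 to 47595341), overlapped by *Gm26625*, was at 198 ± 9.15 CPM (SD, n = 3) in *WT*, 218 ± 5.23 CPM in *KD1* and 223 ± 15.0 CPM in *KD2*. Its log2 fold changes were 0.13 in *KD1* and 0.17 in *KD2* (adjusted p = 0.079 and 0.029, the same test), and chromosome 6 had a median of 0.23 in *KD2*. The block gave 0.13 and 0.17. The *KD2* call of *Ezh2* was lost in 5 of 17 alternatives, and its *KD1* change passed the threshold in 7, always as a rise. *Rnf2* (ENSMUSG00000026484, chromosome 1, 151458004 to 151500955), overlapped by *Trmt1l*, had log2 fold changes of 0.03 and -0.07 (adjusted p = 0.84 and 0.51), and its sign changed in 1 alternative in *KD1* and in 2 in *KD2*. In a fixed list of 32 core components of PRC1 and PRC2, the median log2 fold change was -0.05 in *KD1*, with 11 genes higher and 0 called, and -0.07 in *KD2*, with 12 genes higher, 1 called higher and 2 called lower (adjusted p = 0.37 for both by camera). The block gave adjusted p = 0.33 and 0.35. Fry put the list past the threshold in both lines (adjusted p = 9.2e-06 and 4.9e-06), and the fit without a filter on low counts did so in *KD2* (adjusted p = 0.041). Scaling by library size alone turned the *KD2* median positive, to 0.04.

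**Figure D3:**
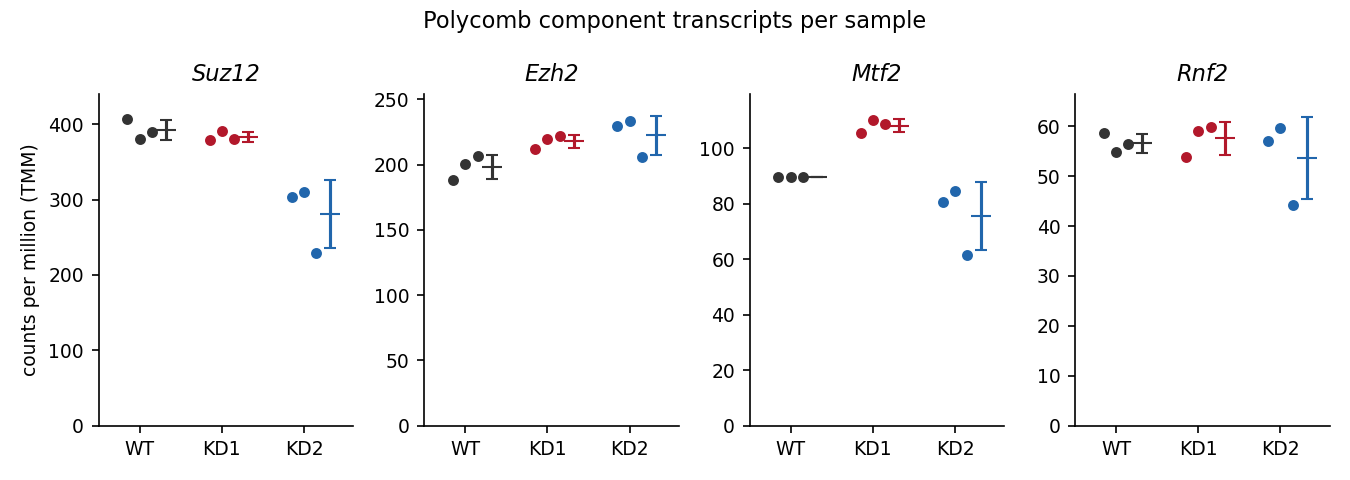
Expression of *Suz12*, *Ezh2*, *Mtf2* and *Rnf2* in CPM after TMM scaling, with a point for each of the 3 cultures of *WT*, *KD1* and *KD2*, a horizontal mark at the mean and an error bar of 1 SD. The *KD2* cultures of *Suz12* lie under the *WT* cultures, and those of *Rnf2* fall on both sides of them.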

We further saw a very strong, shared downregulation of polycomb repressive complex (PRC) 1 and PRC2 pathway components SUZ12, EZH2, MTF2, and RNF2 (Supplementary Figure S2K). BMI1, which we previously showed is downregulated with the loss of *Vangl2* [9], is known to work with other PRC1 proteins to regulate mammary cell gene expression, promote mammary stem cell renewal, and prevent premature alveologenesis [11].

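Of the genes tied to STAT5 signalling, *Elf5* encodes a transcription factor of the alveolar lineage, *Ccnd1* encodes cyclin D1, and *Csn2* and *Wap* encode milk proteins. *Elf5* (ENSMUSG00000027186, chromosome 2, 103411688 to 103450989) was close to the floor in *WT*, with 4, 4 and 7 counts, and had 22, 12 and 6 counts in *KD1* and 35, 59 and 36 in *KD2*. Its log2 fold change was 1.14 in *KD1* (standard error 0.490, adjusted p = 0.058 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *KD2* it was 2.87 (standard error 0.392, adjusted p = 1.7e-05 from the same test). With the replicate block these were 1.13 and 2.87. The *KD1* change passed the threshold in 4 of 16 alternatives and ranged from 0.62 to 1.52.

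*Ccnd1* (ENSMUSG00000070348, chromosome 7, 144929931 to 144939925) shares 21.6% of its sequence windows with other genes, mostly *LTO1*, which overlaps it on the other strand. It had 716 ± 16.5 CPM (SD, n = 3) in *WT*, 1545 ± 42.8 CPM in *KD1* and 631 ± 17.2 CPM in *KD2*. The log2 fold change was 1.11 in *KD1* (standard error 0.0496, adjusted p = 2.2e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 25 other tested genes within 2 Mb of *Ccnd1* had a median log2 fold change of 0.32 in *KD1*. In *KD2* *Ccnd1* was lower than in *WT*, with a log2 fold change of -0.18 (standard error 0.0492, adjusted p = 0.0047 from the same test). The block gave 1.11 and -0.18. Scaling by library size alone left the *KD2* change at -0.07 and outside the threshold (adjusted p = 0.20).

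*Csn2* (ENSMUSG00000063157, chromosome 5, 87692624 to 87699630) had 1 count in 1 *WT* culture, 1 in 1 *KD2* culture and 0 in all others, and *Wap* (ENSMUSG00000000381, chromosome 11, 6635482 to 6638637) likewise. Neither entered the test. No culture rose above the floor for either gene, and a change below the floor was not detectable at this depth. In a fixed list of 27 milk synthesis genes, of which 14 were tested, the median log2 fold change was -0.05 in *KD1* and -0.10 in *KD2* (adjusted p = 0.86 for both by camera). With the block the medians were -0.05 and -0.09. Without a filter on low counts the *KD1* median was -0.49, and fry put the list past the threshold in *KD1* (adjusted p = 0.030).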

The discovery that *Vangl2 KD* lines had an increased proportion of polyploid cells and express higher transcript levels of genes involved in STAT5 signaling suggested these cells were undergoing precocious differentiation in the absence of differentiation media. To examine whether the pathways controlling lactogenic differentiation were being activated in *Vangl2* KD cells, we performed immunocytochemistry on confluent *WT* cells and the two *Vangl2 KD* cell lines (Figure 2F–K). Using a polyclonal antibody that recognizes both STAT5A and STAT5B, we found increased expression of these transcription factors (STAT5) in a subset of cells (Figure 2F,G) [45,46]. In addition, we observed increased expression of STAT5A target, ELF5, which was upregulated by STAT5 during pregnancy (Figure 2H,I) [46,47]. Furthermore, the expression of STAT5A target, CCND1, also robustly increased, suggesting that the loss of *Vangl2* increased proliferation (Figure 2J,K) [41]. To evaluate measures of lactogenic differentiation, we treated cells with DIP for 2 days and stained for F-actin to quantify milk domes (Supplementary Figure S2L) and for the milk protein CSN2 (Supplementary Figure S2N). In this short differentiation timeframe, both *Vangl2 KD* HC11 lines generated more milk domes and contained more CSN2 compared to *WT* cells (Supplementary Figure S2L–O). Thus, the loss of *Vangl2* resulted in increased STAT5A signaling and precocious differentiation.

### 3.3. VANGL2 Is Recruited to DNA Motifs in Undifferentiated, but Not Differentiated, HC11 Cells, Including One in the Stat5a Promoter

Our studies using *Vangl2 KD* cell lines did not directly address the nuclear function of VANGL2. Proteins that translocate to the nucleus frequently contain DNA binding sites and at least one nuclear localization signal (NLS). To search for DNA binding sites in VANGL2, we analyzed the mouse and human VANGL2 protein sequences using computational protein prediction tools (e.g., by DNAbinder, DRNApred, DP-Bind, and DisoRDPbind) and identified seven putative DNA binding sites, consisting of a series of positively charged amino acids in the N-terminal region of Vangl2 and two in the C-terminal region (Figure 3A). A putative monopartite NLS has also been identified in zebrafish VANGL2, which we confirmed in both mice and humans using cNLS mapper, locating it in the C-terminal end between amino acids 349–358 [48,49]. Additionally, closer to the C-terminus are two PDZ domains, an internal unconventional PDZ domain where the *Looptail* mutation (S464N) maps, and a typical class I domain [50]. Both these domains are interacting sites for other PCP proteins and PDZ domain-containing proteins that aid in VANGL2’s transport and signaling [51].

One way that nuclear VANGL2 could regulate gene expression is to directly bind DNA. To investigate, we performed CUT&RUN for VANGL2 at two stages of HC11 cell differentiation: confluent, when VANGL2 is in the nucleus (Figure 1B,C,E–I), and differentiated, when we observe little to no nuclear VANGL2 (Figure 1D,F–I). Pearson correlation showde the degree of similarity in VANGL2 DNA association between undifferentiated and differentiated HC11 cells, as well as an undifferentiated non-specific IgG control (Supplementary Figure S3A). Importantly, the differentiated HC11 cells had a higher degree of similarity with the non-specific IgG control than with undifferentiated HC11 cells (Supplementary Figure S3A), which is consistent with little to no VANGL2 in the nucleus during differentiation and in agreement with our previous observations (Figure 1D,F–I). We identified 31,062 VANGL2 binding sites in undifferentiated HC11 cells by detecting highly confident, overlapping peaks. Notably, ~29% (n = 8980) of the VANGL2 peaks were located within promoter regions (±1 kb from transcriptional start sites), ~35% within distal intergenic regions, and ~30% within intronic regions (Figure 3B,C). After annotating the peaks, we found they were associated with several pathways (Figure 3D), most notably E2F1 and RUNX2, which are both involved in the regulation of mammary stem/progenitor cells that need to be recruited and expanded to generate the prodigious cell growth occurring during pregnancy [52,53]. Other pathways, such as those governing basal cells and Rho GTPases, may reflect VANGL2’s role in PCP [51]. By performing motif analysis [27], we discovered the majority of peaks coincided with previously described DNA binding motifs for transcriptional regulators CTCF, RUNX2, and ELF5 (Figure 3E). CTCF organizes chromatin by binding DNA in intergenic regions where we also identify VANGL2 binding [54]. Furthermore, at the *Stat5a* locus, which contains two promoters [55], we find a strong peak at the second promoter, suggesting VANGL2 directly regulates *Stat5a* expression (Figure 3F and Figure S3B). A repressive role for VANGL2 at this location in undifferentiated HC11 cells is consistent with our observation that *Vangl2* loss results in the upregulation of *Stat5a* and its target genes (Figure 2F–K and Supplementary Figure S2J).

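In the RNA-seq data behind Supplementary Figure S2J, *Stat5a* (ENSMUSG00000004043, chromosome 11 of GRCm38, 100859351 to 100885169, plus strand) had 15.8 ± 1.38 CPM (SD, n = 3) in *WT*, 14.9 ± 0.765 CPM in *KD1* and 30.0 ± 2.82 CPM in *KD2*. Its log2 fold change against *WT* was -0.09 in *KD1* (standard error 0.0931, adjusted p = 0.42 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *KD2* it was 0.92 (standard error 0.0892, adjusted p = 6.5e-07 from the same test). The direct comparison of *KD2* with *KD1* gave 1.01 (standard error 0.0883, adjusted p = 1.8e-07). With the replicate block these were -0.09, 0.92 and 1.01. Across the alternatives the *KD1* value stayed between -0.16 and -0.01 and the *KD2* value between 0.84 and 1.03. *Stat5a* shares 8.52% of its sequence windows with other genes, mostly *Stat5b* and *Stat3*, and *Stat3* overlaps it on the other strand. *Stat3* itself had log2 fold changes of 0.93 in *KD1* and 0.86 in *KD2*. The 96 other tested genes within 2 Mb of *Stat5a* had a median log2 fold change of 0.04 in *KD2*.

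*Stat5b* (ENSMUSG00000020919, chromosome 11, 100780731 to 100850724, minus strand), which shares 11.0% of its windows with *Stat5a*, had 60.9 ± 2.10 CPM (SD, n = 3) in *WT*, 67.4 ± 1.18 CPM in *KD1* and 58.7 ± 3.31 CPM in *KD2*. Its log2 fold changes were 0.15 in *KD1* and -0.05 in *KD2* (adjusted p = 0.052 and 0.45 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.15 and -0.05 with the block. The *KD1* change passed the threshold in 8 of 17 alternatives, and the *KD2* value changed sign in 4.

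**Figure D4:**
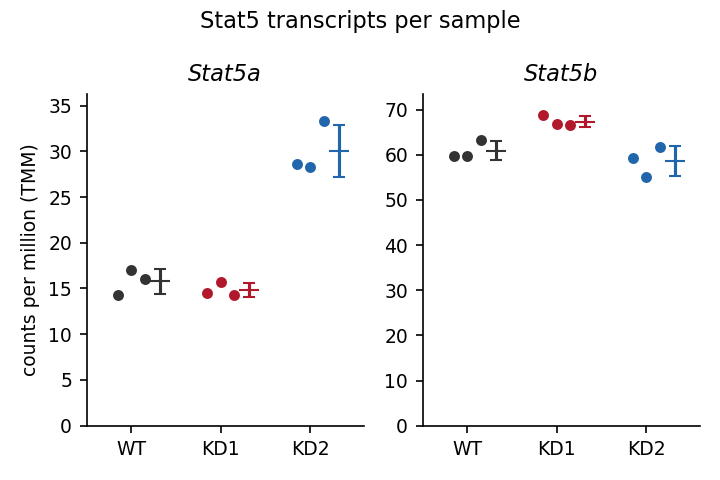
Expression of *Stat5a* and *Stat5b* in CPM after TMM scaling, with a point for each of the 3 cultures of *WT*, *KD1* and *KD2*, a horizontal mark at the mean and an error bar of 1 SD. The *Stat5a* cultures of *KD2* lie above all others, while those of *WT* and *KD1* overlap.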

### 3.4. Nuclear VANGL2 Inhibits HC11 Cell Proliferation, Acini Formation, and Expression of Stat5a and Its Target Genes Csn2 and Wap

To test the nuclear function of VANGL2 in repressing *Stat5a* expression, we mutated its NLS (Figure 4A), generating a construct (*V2*_Δ*NLS*_) that we overexpressed in undifferentiated *Vangl2 KD* HC11 cells using lentivirus. As controls, we overexpressed a *WT Vangl2* construct (*V2*) or a scrambled construct (*Scr*) (Figure 4B). To evaluate the phenotype in three-dimensional (3D) space, we plated these *KD* cells, along with *WT* HC11 cells, in Matrigel and allowed them to grow as mammary acini for 5 days before fixing and immunostaining them for the basal marker Keratin-14 (KRT14), with nuclei labeled by Hoechst (Figure 4B); we assessed lentiviral transduction by labeling for GFP (Supplementary Figure S4). Consistent with elevated levels of CCND1 in the *KD* lines (Figure 2J,K), we observed a significant increase in the acini size of *Vangl2 KD1* compared to the *WT Scr* control, with a trending increase in *Vangl2 KD2* (Figure 4B,C), which expresses a higher level of VANGL2 (Supplementary Figure S1B–D). In both *Vangl2 KD* lines, *Vangl2* rescued this increase in size, generating acini that were *WT* in size or smaller (Figure 4B,C). *Vangl2*_Δ*NLS*_ overexpression, however, did not reduce acini size, suggesting the increased proliferation and acini size observed in *Vangl2 KD* cells was due to nuclear VANGL2 function (Figure 4B,C). The finding that *Vangl2*, but not *Vangl2*_Δ*NLS*_, overexpression rescuesd the *KD* phenotype was also observed when examining the expression of *Stat5a* at growing day 5 (Figure 4D). Consistent with VANGL2 acting as a transcriptional repressor in undifferentiated HC11 cells, *Stat5a* was upregulated in both *KD* cell lines, with *Vangl2* reducing *Stat5a* to below *WT* levels while *Vangl2*_Δ*NLS*_ had no effect (Figure 4D).

To further evaluate the nuclear function of VANGL2 in regulating the precocious differentiation of *Vangl2 KD* lines, we differentiated acini that were overexpressing either *Scr*, *Vangl2*, or *Vangl2*_Δ*NLS*_ for 2 days before harvesting and analyzing the expression of STAT5A target genes *Csn2* and *Wap* (Figure 4E,F). We found that both *Csn2* and *Wap* were upregulated in the *Vangl2 KD* clones (Figure 4E,F), consistent with the increase in milk domes and CSN2 observed in two-dimensional culture (Supplementary Figure S2L–O). Again, *Vangl2* reduced the expression of these genes to *WT* levels, whereas overexpression of *Vangl2*_Δ*NLS*_ did not. Taken together, our studies suggest that nuclear VANGL2 keeps the differentiation of HC11 cells in check by repressing the expression of master transcriptional factor STAT5A.

### 3.5. Nuclear VANGL2 Inhibits Mammary Luminal Cell Proliferation, Organoid Formation, and Expression of Stat5a and Its Target Genes Ccnd1 and Csn2

To further validate our discovery of a nuclear function for VANGL2, we grew primary murine mammary epithelial cells (MECs) as organoids in 3D Matrigel culture. We previously showed that the loss of *Vangl2* in the basal versus luminal compartments of the mammary gland resulted in different phenotypes [9]. The basal loss of *Vangl2* led to small organoids, whereas luminal loss resulted in larger organoids, similar to our observation in *Vangl2 KD* HC11 cells (Figure 4B,C). To examine whether the loss of nuclear *Vangl2* in the luminal compartment of primary organoids results in larger structures, we knocked down *Vangl2* in primary mammary luminal cells and then overexpressed either *Scr*, *Vangl2*, or *Vangl2*_Δ*NLS*_. Next, we generated mosaic organoids by combining *WT* primary basal cells with *WT* primary luminal cells (*WT/WT*) or *Vangl2 KD* primary luminal cells (*WT/KD*) that overexpress either control Scramble (*Scr* 1° LECs), *Vangl2* (*WT/KD + V2* 1° LECs), or *Vangl2*_Δ*NLS*_ (*WT/KD + V2*_Δ*NLS*_ 1° LECs), and grew them for 10 days in Matrigel (Figure 5A) [14]. We found that knocking down *Vangl2* in luminal cells resulted in larger organoids (Figure 5B,C). Although this increase in size was trending and not statistical, it was consistent with both our previously published results and our results in HC11 cells (Figure 4B,C) [9]. We also found that *Vangl2* reduced the size of *KD* organoids to that of *WT* organoids, whereas *Vangl2*_Δ*NLS*_ did not (Figure 5B,C). We harvested undifferentiated organoids to examine the expression of *Stat5a* and its target gene *Ccnd1*; we also harvested organoids at differentiation day 2 to examine the *Stat5a* target gene *Csn2*. In comparison to *WT*, we observed upregulation of *Stat5a* and *Csn2* with a trending increase in *Ccnd1* in *Vangl2 KD* luminal cells. We found the elevated expression of these genes in the *KD* was reduced by *Vangl2*, but not *Vangl2*_Δ*NLS*_ (Figure 5D,E), similar to our observations in HC11 acini (Figure 4B–F). Thus, in the absence of nuclear VANGL2, we observed upregulation of master lactogenic differentiation gene *Stat5a*, and its targets *Ccnd1* and *Csn2*, resulting in larger organoid growth and precocious differentiation. Taken together, our data present a role for nuclear VANGL2 in preventing lactogenic differentiation by binding to and repressing the *Stat5a* promoter.

## 4. Conclusions

Lactogenic differentiation generates mammary alveoli comprising luminal epithelial cells that express >1400 genes to generate the copious quantities of milk required to nourish offspring. About 30% of these genes are directly dependent on the STAT5A/B transcription factors that function downstream of progesterone and prolactin hormone signaling. The expression of many of these genes is driven by super-enhancers that rely on STAT5A/B to drive the huge increases (~1000 fold) in expression of milk genes such as *Wap* and *Csn2* [56,57]. Even though STAT5A/B are functionally redundant [45,58], STAT5A is more abundant in the mammary gland and has emerged as the master regulator of alveologenesis [40,45,55,56,59]. Even the transcription factor, ELF5, also considered a master regulator of mammary alveologenesis, depends on STAT5A to enhance its expression during pregnancy [46,47]. Indeed, the *Stat5a* locus contains a mammary specific autoregulatory enhancer to ensure the very high levels of STAT5A required for lactogenic differentiation [55]. Thus, there is an increasing understanding of the complex mechanisms required to ensure robust *Stat5a* expression during mammary alveologenesis [60], but less clear are the mechanisms that keep *Stat5a* expression in check to prevent precocious lactogenic differentiation. Several proteins that repress STAT5 transcriptional activity have been identified. These repressors either bind directly to STAT5A/B and interfere with DNA binding (e.g., SMRT or SHD1), or they interfere with STAT5A/B activation by preventing STAT5A/B phosphorylation (e.g., SOCS proteins) [61]. Here, we identify VANGL2 as a protein that represses *Stat5a* expression by binding directly to promoter 2 of *Stat5a*.

As a core PCP protein, VANGL2 is localized asymmetrically on the plasma membrane where it coordinates the orientation of cells within a tissue plane. Only more recently has VANGL2 been observed in membranous compartments within the cell, including the perinuclear space [4,5,6,7,8], and, here, we show VANGL2 in the nucleus. A previous study in zebrafish also identified the NLS motif in the C-terminal region of VANGL2 [49]. Using ectopic expression of a plasmid encoding only the VANGL2 C-terminal region, the authors found this portion localized to the nucleus, where it generated defects in convergent extension, a process driven by planar polarized cell intercalation, with higher efficiency than a control plasmid containing a mutated NLS. In contrast, our study of endogenous VANGL2 identifies localization of the full-length protein within the nucleus. Furthermore, we show that VANGL2 is recruited to numerous DNA motifs, including one in the *Stat5a* promoter, where our data support a role for it acting as a repressor that prevents *Stat5a* expression, thereby inhibiting lactogenic differentiation.

Prickle1 (Pk1) and Prickle2 (Pk2) are cytoplasmic PCP proteins that bind to and play key roles governing the asymmetric functions of VANGL proteins on the plasma membrane [62]. Interestingly, they have also been observed in the nucleus [63,64,65]. Pk1, also known as RE-1 silencing transcription factor (REST) interacting LIM domain protein (RILP), can be tethered to the membrane via post-translational farnesylation. This modification and phosphorylation on two sites by protein kinase A are required for Pk1/RILP nuclear localization, which, in turn, is necessary for the nuclear transport of the transcriptional repressor, REST [66,67]. A point mutation in Pk1/RILP that disrupts REST binding blocks the nuclear export of REST, generating a constitutively active repressor that silences a wide variety of genes, a loss that causes progressive myoclonus epilepsy syndrome [63]. It is unclear whether the nuclear functions of Pk1/RILP and Pk2 are related to their role in PCP. Similarly, we have not linked transcriptional repression mediated by VANGL2 to its role in regulating PCP, nor have we linked the nuclear functions of VANGL2 and Pk1/Pk2. Future studies will be required to further interrogate the relationship between PCP and the nuclear function of PCP proteins such as VANGL and Prickle.

Numerous full-length single transmembrane domain growth factor receptors and adhesion molecules have been identified in the nucleus [13]. Moreover, multi-transmembrane domain proteins, such as the tetraspanins (TSPANs) and seven transmembrane G-protein coupled receptors, have been located there as well [12,68]. Yet, the trafficking mechanisms governing the transport of transmembrane proteins into the nucleus are still incompletely understood. There are several models, including INTERNET (integral trafficking from the endoplasmic reticulum to the nuclear envelope transport) and NAE (nuclear envelope associated endosomes). The former relies on the continuity between endoplasmic reticulum membranes and the outer nuclear membrane to achieve nuclear incorporation, whereas the latter postulates a population of endosomes that is directed to and fuses with the outer nuclear membrane [69,70]. Once in the outer nuclear membrane, transmembrane proteins that contain an NLS in their cytosolic domain, such a VANGL2, can be bound by importins and transported through the nuclear pore into the inner nuclear membrane [71]. The final step, at least for single pass transmembrane receptors, is thought to be extraction from the membrane, followed by solubilization and stabilization, perhaps in conjunction with a chaperone protein, then release into the nucleoplasm. Other means to achieve solubilization are lipid modifications such as binding cholesterol as observed for TSPAN8 [68]. However, it is also possible that multi-transmembrane domain proteins remain within the inner nuclear membrane and function from this location.

Our studies have not addressed how VANGL2 is transported to the nucleus, but we find the entire protein, and not just a truncated C-terminal portion of it [49], in the nuclear soluble and insoluble fractions by biochemical fractionation of HC11 cells. Over differentiation, VANGL2 in the nuclear soluble fraction dramatically decreases while the nuclear insoluble fraction does not significantly decrease, suggesting that nuclear VANGL2 may be soluble in the nucleoplasm in addition to being embedded in the inner nuclear membrane. Furthermore, we find both N-terminal serine phosphorylated and non-phosphorylated forms of VANGL2 within the nuclear fraction. N-terminal serine phosphorylation of VANGL2 has been linked to its PCP role on the plasma membrane [33,35], whereas internalized VANGL2 in recycling endosomes and lysosomes does not appear to be phosphorylated [72]. Yet, phosphorylation regulates the nuclear trafficking of many transmembrane receptors including epidermal growth factor receptor (EGFR) and TSPAN8 [68,73], raising the possibility that some fraction of internalized VANGL2 is phosphorylated as a regulatory mechanism for nuclear translocation.

In conclusion, we have demonstrated the nuclear localization of VANGL2 is dependent on the differentiation state of the cells and found VANGL2 bound to DNA binding motifs in undifferentiated mammary HC11 cells, including one in the P2 promoter of the *Stat5a* gene. STAT5A is the master transcriptional regulator of lactogenic differentiation. In the absence of VANGL2, we observe upregulation of *Stat5a* and its downstream genes, as well as precocious differentiation of mammary epithelial cells. Taken together, our data demonstrate a novel function of VANGL2 as a transcriptional repressor regulating mammary lactogenic differentiation.

## Figures and Tables

**Figure 1:**
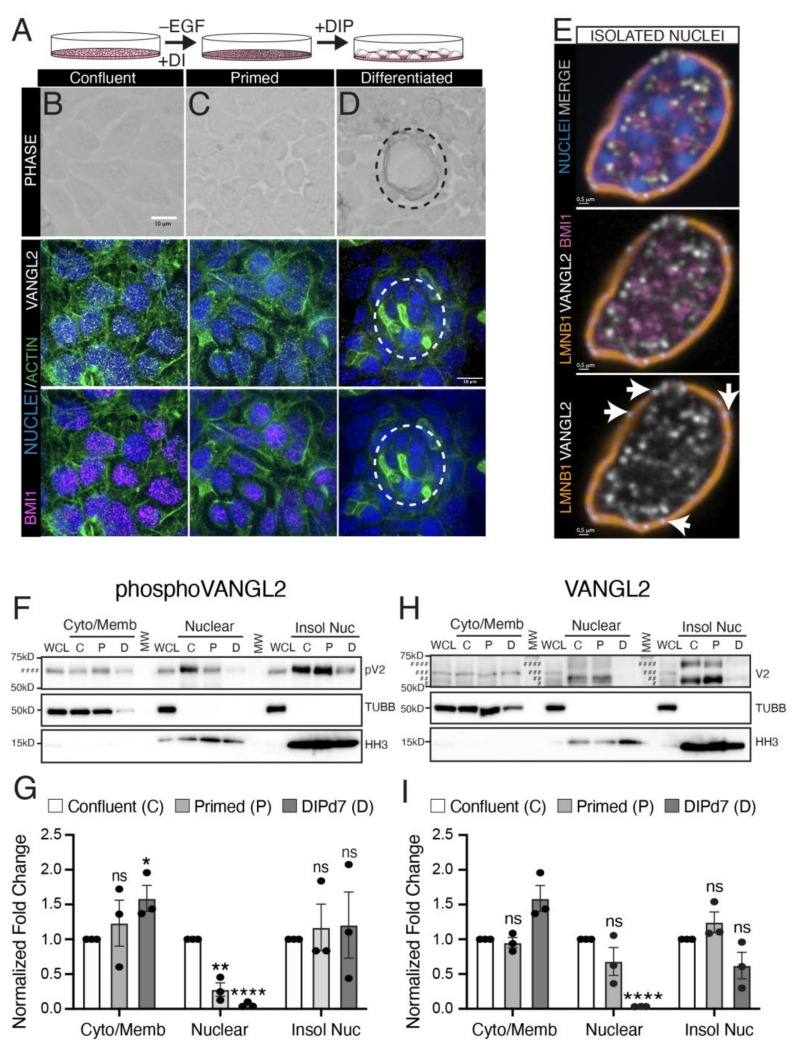
VANGL2 localizes to the nucleus in undifferentiated HC11 cells. (**A**) Cartoon illustration of the HC11 cell differentiation process. Cells were grown to confluence and cultured for 2 days, before priming for 18 h in the absence of epidermal growth factor (EGF) and presence of dexamethasone (**D**) and insulin (**I**). Then, the cultures were induced to differentiate by culturing in dexamethasone, insulin, and prolactin (DIP) for up to seven days. (**B**–**D**) Representative phase contrast (top panel) or immunofluorescence (bottom panels) micrographs of HC11 cells at different stages of differentiation: confluent (**B**), primed (**C**), and day 7 of differentiation (**D**). Immunofluorescence shows cells stained for VANGL2 (white), BMI1 (pink), and nuclei labeled with Hoechst (blue). Dashed circle indicates milk dome. Scale = 10 µm. (**E**) Representative immunofluorescent micrographs of nuclei isolated from confluent HC11 cells and stained for VANGL2 (white), BMI1 (pink), and Lamin B1 (LMNB1; orange). Nuclei labeled with Hoechst (blue). Arrows indicates VANGL2 puncta. Scale = 0.5 µm (**F**) Representative Western blot of phosphoVANGL2 (pV2) at different stages of differentiation: confluent (C), primed (P), and differentiated day 7 (D). HC11 whole cell lysates (WCL) were fractionated as follows: cytosolic/membrane (Cyto/Memb), soluble nuclear (Nuclear), and insoluble nuclear (Isol Nuc). Fractions were assessed using specific antibodies: ß-tubulin I (TUBB) for cytoplasmic/membrane fraction and histone H3 (HH3) for nuclear fraction. One form of VANGL2 was observed: hyperphosphorylated, ***. (**G**) Quantification of pVANGL2 relative to its loading controls of ß-tubulin I (TUBB) for cytoplasmic/membrane fraction and histone H3 (HH3) for nuclear fraction. PhosphoVANGL2 levels were normalized relative to confluent. (**H**) Representative Western blot of VANGL2 (V2) at different stages of differentiation: confluent (C), primed (P), and differentiated day 7 (D). HC11 whole cell lysates (WCL) were fractionated as described in (**F**). Four forms of VANGL2 were observed: unphosphorylated, #; hypophosphorylated, ##; phosphorylated, ###; and hyperphosphorylated, ####. (**I**) Quantification of VANGL2 relative to its loading controls as described in (**G**). VANGL2 levels were normalized relative to confluent. For (**G**,**I**), N = 3 biological replicates. Data are represented as mean ± S. E. M. *p*-values determined using unpaired *t*-test with Welch’s correction. *p* values: ns ≥ 0.05, * < 0.05, ** < 0.01, **** < 0.0001.

**Figure 2:**
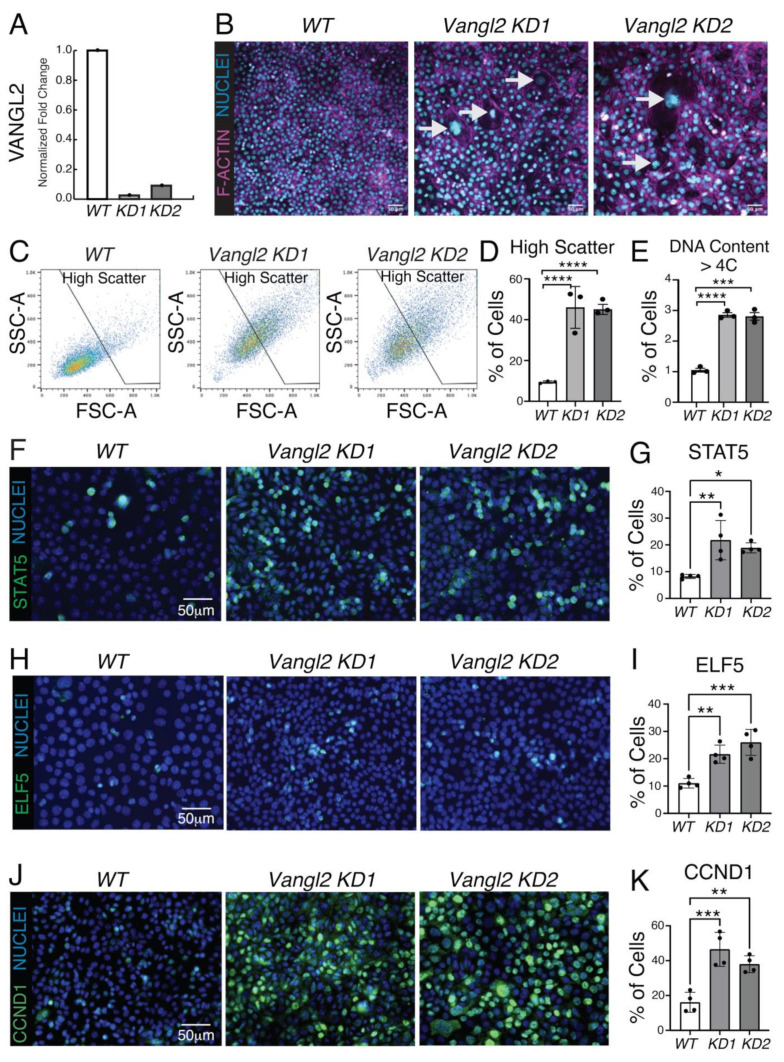
Undifferentiated *Vangl2* KO cells have increased polyploidy and express genes involved in lactogenic differentiation. (**A**) Western blot quantification of VANGL2 in *Vangl2 KD1* and *Vangl2 KD* 2 HC11 cells. (**B**) Representative immunofluorescent micrographs of *WT*, *Vangl2 KD1*, and *Vangl2 KD2* cells immunostained for F-actin (magenta). Nuclei labeled with Hoechst (blue). Arrows indicate large nuclei in the *KD* cells. Scale = 50 µm. (**C**) Representative FACS dot plots showing forward scatter (FSC-A) and side scatter (SSC-A) properties of *WT*, *Vangl2 KD1*, and *Vangl2 KD2* HC11 cells. (**D**) Percentage of *WT*, *Vangl2 KD1*, and *Vangl2 KD2* HC11 cells with high scatter properties. (**E**) Percentage of *WT*, *Vangl2 KD1*, and *Vangl2 KD2* HC11 cells with > 4C DNA content. (**F**) Representative immunofluorescence micrographs of *WT* cells, and *Vangl2 KD1* and *Vangl2 KD2* cells immunostained for STAT5 (green) with nuclei labeled with Hoechst (blue). Scale = 50 µm. (**G**) Quantification of the percentage of cells stained positive for STAT5. (**H**) Representative immunofluorescent micrographs of *WT* cells, and *Vangl2 KD1* and *Vangl2 KD2* cells immunostained for ELF5 (green) with nuclei stained by Hoechst (blue). Scale = 50 µm. (**I**) Quantification of the percentage of cells stained positive for ELF5. (**J**) Representative immunofluorescent micrographs of *WT*, *Vangl2 KD1*, and *Vangl2 KD2* cells immunostained for CCND1 (green) with nuclei labeled with Hoechst (blue). Scale = 50 µm. (**K**) Quantification of the percentage of cells stained positive for CCND1. For (**D**,**E**), N = 3 biological replicates and for (**G**,**I**,**K**), N = 4 biological replicates. Data are shown as mean ± SD. Two-tailed unpaired Student’s *t*-test. *p* values: *p* values: ns ≥ 0.05, * < 0.05, ** < 0.01, *** < 0.001, **** < 0.0001.

**Figure 3:**
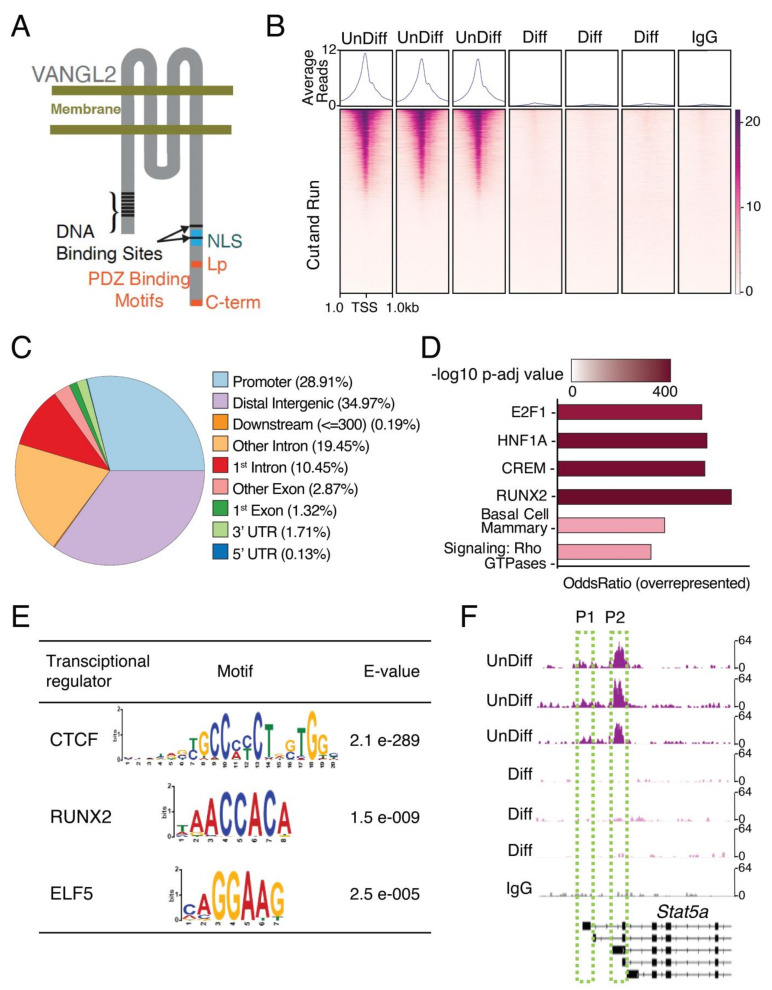
VANGL2 is recruited to distinct promoter sequences, including the *Stat5a* P2 promoter. (**A**) Cartoon illustration of VANGL2 showing DNA binding sites, nuclear localization signal (NLS), and two PDZ binding motifs, one containing the looptail (Lp) locus and another at the C-terminus (C-term). (**B**) Average plot (top) and heatmap (bottom) of VANGL2 CUT&RUN reads around the transcription start site (TSS ± 1 kb) from undifferentiated (unDiff) or differentiated (Diff) HC11 cells in triplicate, or of non-specific rabbit IgG CUT&RUN reads. The gradient purple color indicates high-to-low counts in the corresponding TSS regions. (**C**) Proportion of peaks called from VANGL2-enriched CUT&RUN reads corresponding to different genomic regions shown in color. (**D**) Enriched pathways of genes overrepresented in the undifferentiated HC11 cells (unDiff) as identified by VANGL2 CUT&RUN reads. The color gradient scale is logarithmic, with the darker colors representing higher *p*-values. E2F1, HNF1A, CREM, and RUNX2 were identified through ChIPSeq database, Basal Cell Mammary through Tabula Muris, and Signaling by Rho GTPases through REACTOME. (**E**) Motif analysis performed by MEME and STREME shows transcription factors motifs identified by VANGL2 CUT&RUN reads in undifferentiated HC11 cells (unDiff). The height of each letter is proportional to its frequency at that particular position. E-values estimate the expected number of motifs that would be found in a similarly sized set of random sequences. (**F**) Integrative Genomics Viewer (IGV) browser tracks showing VANGL2 binding in the promoter 1 (P1) and promoter 2 (P2) regions within the *Stat5a* gene locus in undifferentiated HC11 cells (unDiff), differentiated HC11 cells (Diff), or anti-rabbit IgG. All samples have the same scaling factor (0–64) for the *y*-axis.

**Figure 4:**
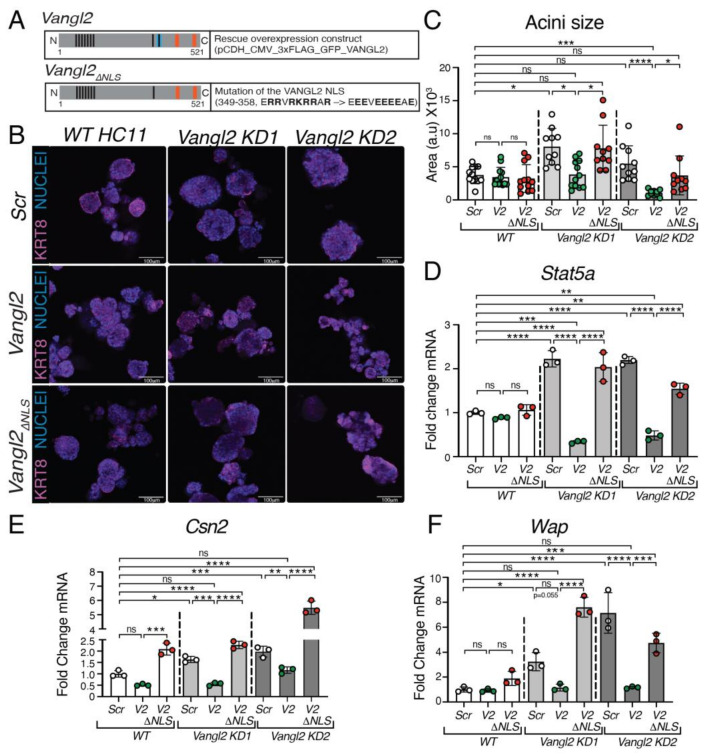
VANGL2 contains a nuclear localization signal that inhibits proliferation and acini formation. (**A**) Cartoon illustration showing *WT* and Δ*NLS Vangl2* lentiviral constructs. Black lines represent DNA binding sites, blue lines represent the nuclear localization signal (NLS) and orange lines represent the PDZ domains. (**B**) Representative immunofluorescence micrographs of acini grown in 3D Matrigel: *WT*, *Vangl2 KD1*, and *Vangl2 KD2* HC11 cells that overexpress either *WT Vangl2* or *Vangl2* Δ*NLS* lentiviral constructs. Acini were immunostained for KRT14 (pink) with nuclei labeled with Hoechst (blue). (**C**) Quantification of acini area after being grown for 5 days in 3D Matrigel: *WT*, *Vangl2 KD1*, and *Vang2 KD2* HC11 cells each overexpressing either *Scr* control, *WT Vangl2*, or Δ*NLS Vangl2* lentiviral constructs. (**D**) Quantification of the *Stat5a* expression in acini grown for 5 days in 3D Matrigel: *WT* HC11 cells, *Vangl2 KD1*, and *Vang2 KD2* cells each overexpressing either *Scr* control, *WT Vangl2*, or Δ*NLS Vangl2* lentiviral constructs. (**E**) Quantification of the *Csn2* expression in acini grown for 5 days and then differentiated for 2 days in 3D Matrigel: *WT*, *Vangl2 KD1*, and *Vang2 KD2* HC11 cells each overexpressing either *Scr* control, *WT Vangl2*, or Δ*NLS Vangl2* lentiviral constructs. (**F**) Quantification of the *Wap* expression in acini grown for 5 days and then differentiated for 2 days in 3D Matrigel: *WT*, *Vangl2 KD1*, and *Vang2 KD2* HC11 cells each overexpressing either *Scr* control, *WT Vangl2*, or Δ*NLS Vangl2* lentiviral constructs. For (**C**–**F**), N = 3 biological replicates. Data are shown as mean ± SD. For (**C**), data are from 10 organoids. Kruskal–Wallis test. For (**C**–**F**), one-way ANOVA Tukey’s test. *p* values: ns ≥ 0.05, * < 0.05, ** < 0.01, *** < 0.001, **** < 0.0001.

**Figure 5:**
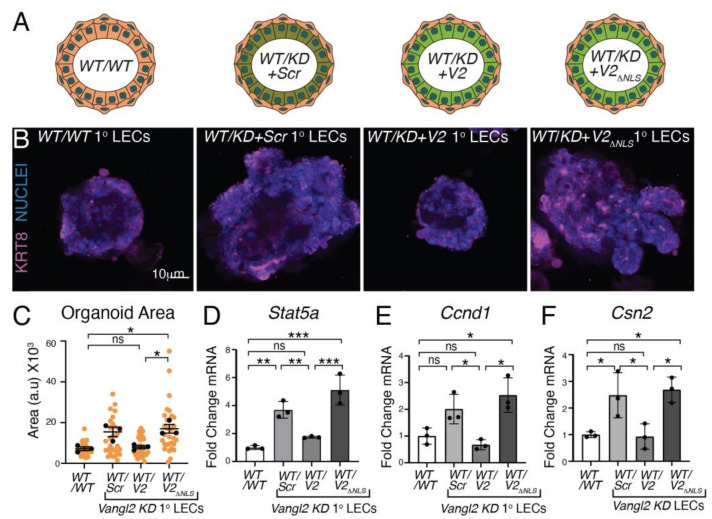
Nuclear function of VANGL2 is to repress genes that promote lactogenic differentiation. (**A**) Cartoon illustration showing mosaic organoids generated from primary murine mammary epithelial cells in which the basal compartment comprises *WT* primary mammary basal cells and the luminal compartment comprises either *WT* primary luminal cells (*WT*/*WT* 1° LECs) or *Vangl2KD* primary luminal cells overexpressing *Scr* control (*WT*/*KD* + *Scr* 1° LECs), *Vangl2KD* primary luminal cells overexpressing *Vangl2* (*WT*/*KD* + *V2* 1° LECs), or *Vangl2KD* primary luminal cells overexpressing *Vangl2*Δ*NLS* (*WT*/*KD* + *V2*_Δ*NLS*_) 1° LECs). (**B**) Representative immunofluorescence micrographs of mosaic organoids, as cartooned in (**A**), grown for 7 days and then differentiated for 2 days in 3D Matrigel. Organoids were immunostained for KRT8 (magenta), with nuclei labeled with Hoechst (blue). Scale = 10 µm. (**C**) Quantification of the area of mosaic organoids grown for 7 days and then differentiated for 2 days in 3D Matrigel. (**D**–**F**) Quantification of the *Stat5a* (**D**), *Ccnd1* (**E**), and *Csn2* (**F**) expression in organoids grown for 7 days and then differentiated for 2 days in 3D Matrigel. For (**C**), N = 3 biological replicates. Data are shown as mean of means ± SEM. Orange dots represent values from 30 organoids from N = 3 biological replicates (10 organoids/replicate). Black dots represent the mean area of each biological replicate. One-way ANOVA Tukey’s test. For (**D**–**F**), N = 3 biological replicates. Data are shown as mean ± SEM. One-way ANOVA Tukey’s test. *p* values: ns ≥ 0.05, * < 0.05, ** < 0.01, *** < 0.001.

## Data Availability

RNA-sequencing and CUT&RUN data generated in this study have been deposited in GEO: GSE253796.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13030222/s1, Figure S1: VANGL2 localizes to the nucleus in HCC1569 cells. Figure S2: *Vangl2* KO cells express proteins and genes involved in lactogenic differentiation. Figure S3: VANGL2 is recruited to DNA motifs in undifferentiated, but not differentiated, HC11 cells, including one in the *Stat5a* promoter. Figure S4: Re-expression of *Vangl2* constructs in *Vangl2* KD cells.

# Supplementary material for: Nuclear VANGL2 Inhibits Lactogenic Differentiation
**Source:** Cells. 2024 Jan 25;13(3):222. doi: 10.3390/cells13030222
**Supplement:** Supplementary file 1

## SUPPLEMENTARY FIGURES

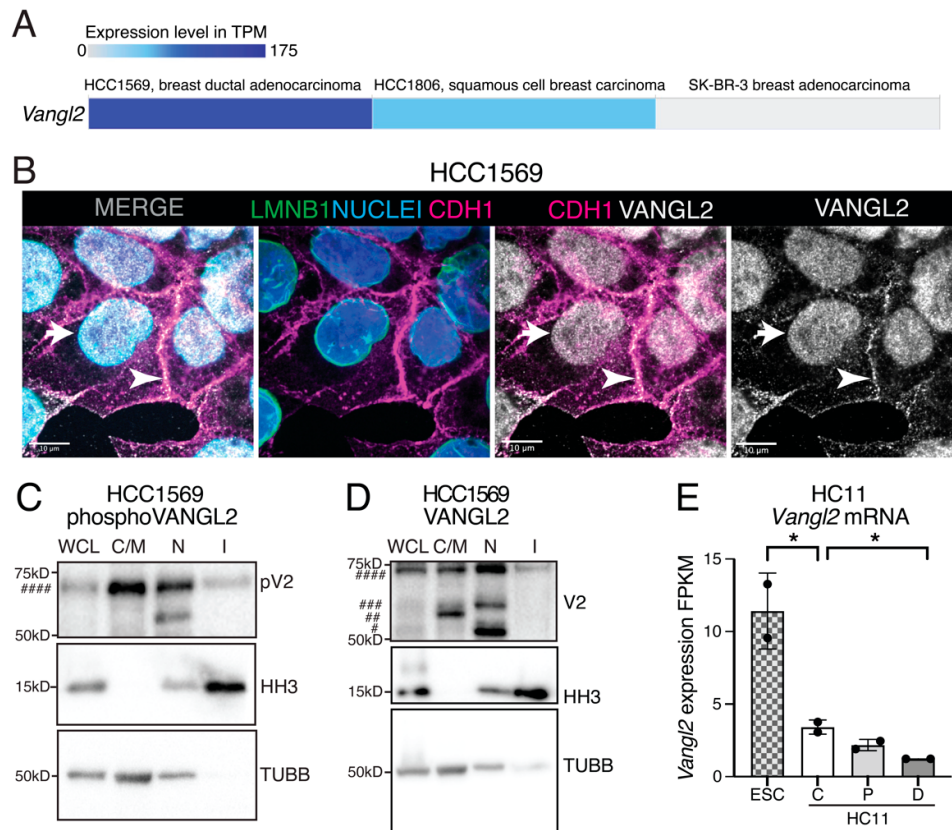

**Supplementary Figure S1. VANGL2 localizes to the nucleus in HCC1569 cells.**

(A) Relative *Vangl2* expression in three breast cancer cell lines from [ebi.ac.uk/gxa/home](http://ebi.ac.uk/gxa/home). HCC1569 was chosen for our study due to its relatively high level of *Vangl2*.

(B) Representative immunofluorescence photomicrographs of HCC1569 cells immunostained for Lamin B1 (LMNB1, green), E-cadherin (CDH1, pink) and VANGL2 (white, arrows indicate nuclear staining, arrowheads indicate plasma membrane staining), with nuclei labeled in Hoechst (blue).

(C) Representative Western blot of phosphoVANGL2 (pV2) from whole cell lysates (WCL) that were fractionated as follows: cytosolic/membrane (C/M), soluble nuclear (N), and insoluble nuclear (IN). Fractions were assessed using specific antibodies:  $\beta$ -tubulin I (TUBB) for cytoplasmic/membrane fraction and histone H3 (HH3) for nuclear fraction. One form of VANGL2 is observed: hyperphosphorylated, #####.

(D) Representative Western blot of VANGL2 (V2) from whole cell lysates (WCL) that were fractionated and assessed using specific antibodies as described in (C). Four forms of VANGL2 are observed: unphosphorylated, #; hypophosphorylated, ##; phosphorylated, ###; and hyperphosphorylated, ####.

(E) RNA-seq data shown as fragments per kilobase per million reads (FPKM) for *Vangl2* in HC11 cells over the time course of differentiation: confluence (C), primed (P) and day 3 of differentiation (D), compared to *Vangl2* expression in embryonic stem cells (ESC).

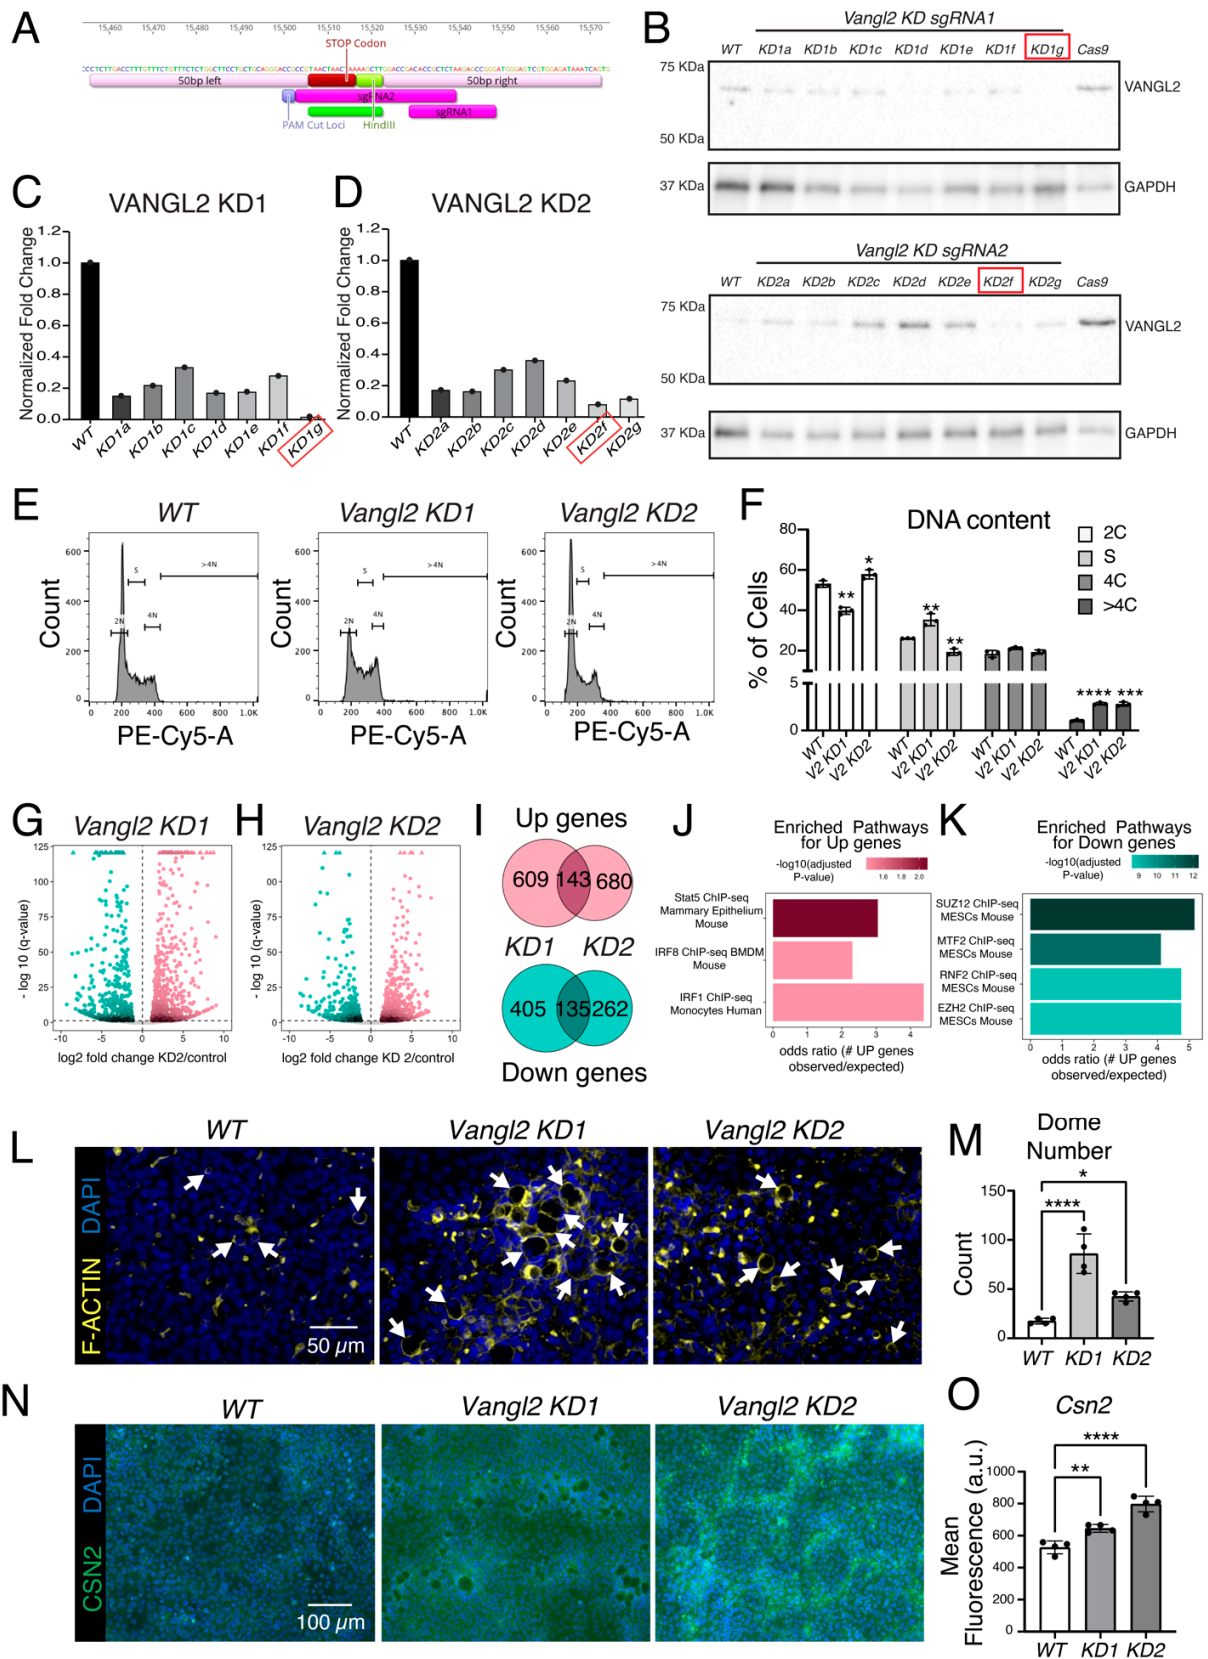

**Supplementary Figure S2. *Vangl2* KO cells express proteins and genes involved in lactogenic differentiation.**

(A) Cartoon representation of CRISPR/Cas9 strategy to knockdown *Vangl2* using two different RNA guide sets.

(B-D) Western blots (B) and quantification of VANGL2 in *Vangl2* KD1 (C) and *Vangl2* KD 2 (D) HC11 cells. Red boxes indicate KD1 and KD2 HC11 cells selected for further study.

(E) Representative FACS histograms for DNA content analysis of undifferentiated WT, *Vangl2* KD1 and *Vangl2* KD2 HC11 cell lines as labeled by propidium iodide (PE-Cy5-A).

(F) Quantification of FACS DNA content analysis showing the percentage of undifferentiated WT, *Vangl2* KD1 and *Vangl2* KD2 HC11 cells with 2C, 4C or > 4C DNA content or in the S phase.

(G, H) Volcano plots showing the differential gene expression of the *Vangl2* KD1 and *Vangl2* KD2 cells in comparison to WT. Each dot represents a gene. Teal color shows genes with decreased expression and pink shows genes with increased expression.

(I) (Top) Venn diagram showing the number of upregulated (Up) genes in *Vangl2* KD1 (609) and in *Vangl2* KD2 (680). (Bottom) Venn diagram showing the number of downregulated (Down) genes in *Vangl2* KD1 (405) and *Vangl2* KD2 (262). 

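The regions of the Venn diagrams hold genes called in one line and genes called in both. In the counts tested here (limits of adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and absolute log2 fold change above 1), 823 genes were higher than in *WT* in *KD1* only and 1609 in *KD2* only. Lower genes numbered 840 in *KD1* only and 721 in *KD2* only. With the replicate block these counts were 829, 1611, 834 and 719. The filter at 10 counts in every culture lowered them to 473, 880, 430 and 402, and the fit without a filter on low counts raised them to 1177, 2426, 988 and 919.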

The shared differentially expressed genes (Up: 143, Down: 135) were used to generate the enriched pathway plots.

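Enrichr compares a set of genes with libraries of gene sets and gives each library set an odds ratio and an adjusted p-value from the overlap. In the enriched pathway plots, each bar is a set from a ChIP-seq experiment, named by the transcription factor or chromatin protein, the cells and the organism. Such a set holds genes bound by that factor in that experiment, so a bar counts bound genes among the shared genes and does not measure the transcript of the factor itself. The length of a bar is the odds ratio and its color the negative logarithm of the adjusted p-value, so that a larger value on the color scale is a smaller p-value.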

(J, K) Enriched pathways from the genes upregulated in *Vangl2* KD1 cells (J) and downregulated in *Vangl2* KD2 cells (K). The colored scale is logarithmic, with, the darker colors representing higher p-values.

(L, M) Representative immunofluorescence photomicrographs of WT, *Vangl2* KD1 and *Vangl2* KD2 HC11 cells at differentiation day 2 immunostained for F-actin (yellow), with nuclei labeled with Hoechst (blue) (L), and quantification of the number of domes (arrows) (M).

(N, O) Representative photomicrographs of WT, *Vangl2* KD1 and *Vangl2* KD2 HC11 cells at differentiation day 2 immunostained for CSN2 (green), with nuclei labeled with Hoechst (blue) (N), and quantification of CSN2 mean fluorescence (O).

Error bars represent mean  $\pm$  SD. Error bars represent mean  $\pm$  SD. Analyzed by two-tailed unpaired Student's t-test. n=3 biological replicates. p values: \* < 0.05, \*\* < 0.01, \*\*\* < 0.001, \*\*\*\* < 0.0001.

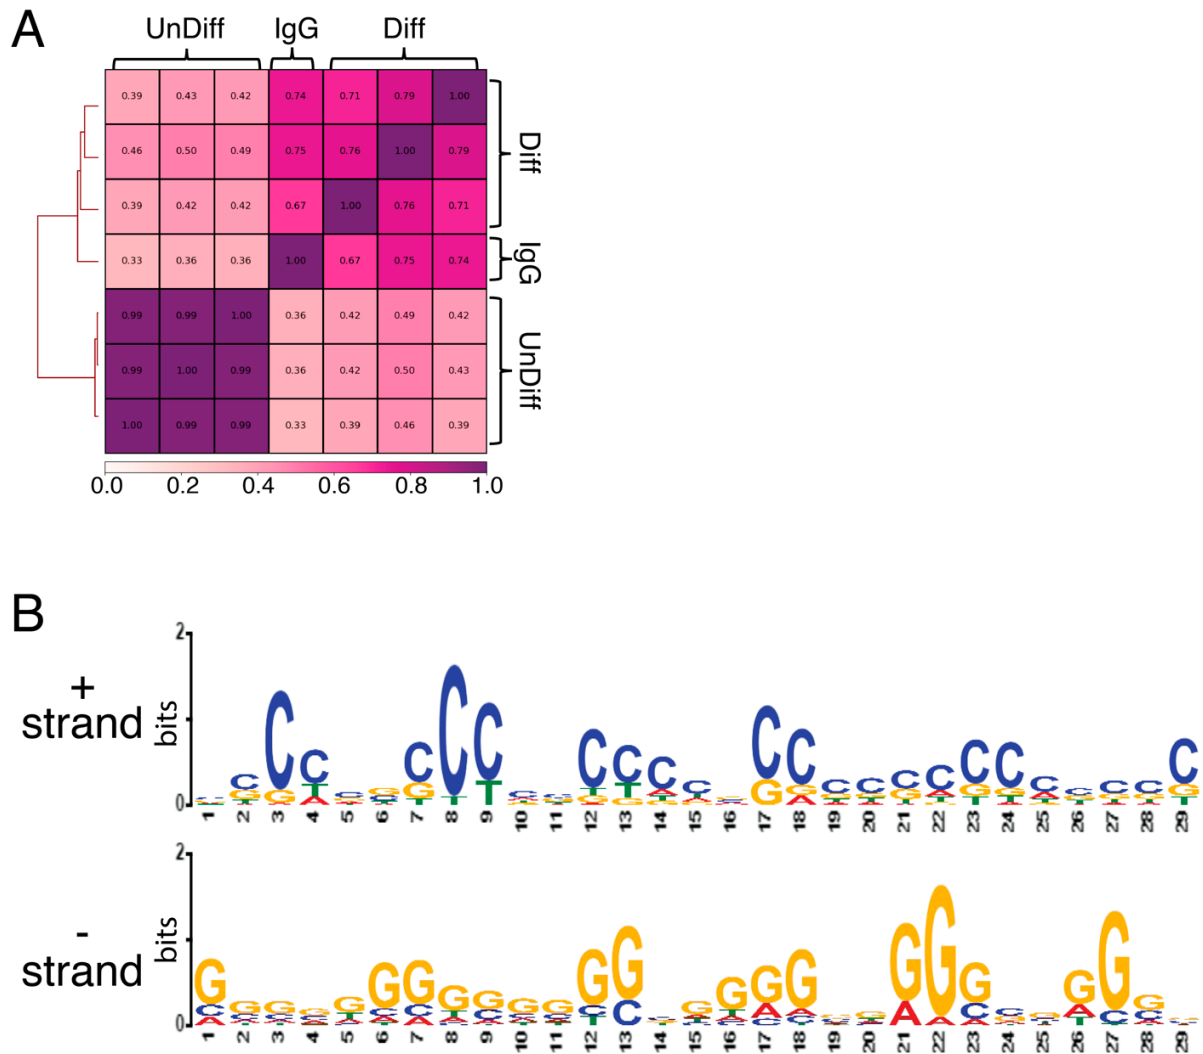

**Supplementary Figure S3. VAGL2 binds DNA motifs in undifferentiated, but not differentiated, HC11 cells, including one in the *Stat5a* promoter.**

(A) Heatmap of the Pearson correlation measure over the genome-wide signal for CUT&RUN reads of undifferentiated (unDiff) and differentiated (Diff) HC11 cells using a rabbit anti-VAGNLL2 antibody or non-specific rabbit IgG. Rows are clustered according to inter-sample correlation. Color intensity is proportional to the correlation value reported in each cell.

(B) Representation of the motif found in the *Stat5a* promoter (forward + and reverse – DNA strand).

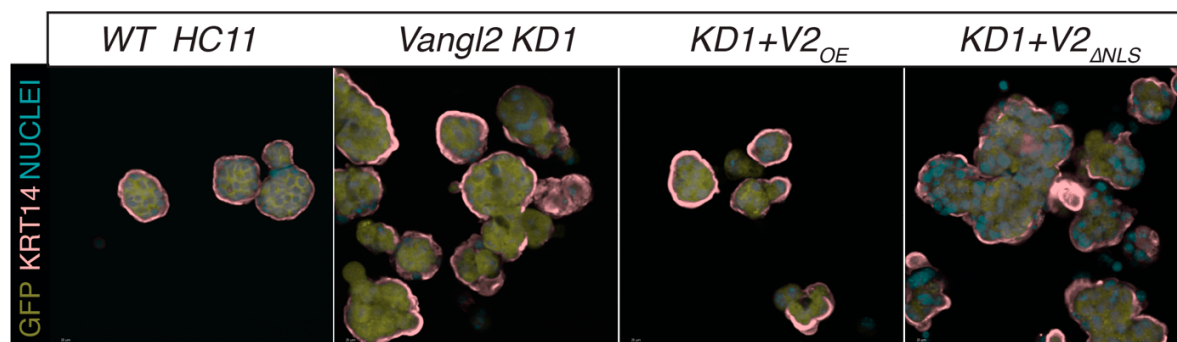

**Supplementary Figure S4. Re-expression of *Vangl2* constructs in *Vangl2* KD cells.**

(A) Representative immunofluorescence micrographs of acini grown in 3D Matrigel: *WT HC11*, *Vangl2 KD1*, and *Vangl2 KD1* HC11 cells overexpressing either *WT Vangl2* (*V2<sub>OE</sub>*) or *Vangl2 ΔNLS* (*V2<sub>ΔNLS</sub>*) lentiviral constructs. Acini are immunostained for KRT14 (pink) and GFP (yellow), with nuclei labeled with Hoechst (blue). GFP labeling shows lentiviral transduction.

How the deposited data were processed for this re-analysis (not part of the article)

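The data are RNA-seq counts from 9 cultures of undifferentiated HC11 cells, 3 each of *WT*, *KD1* and *KD2*. Each culture's line and replicate number were taken from the sample labels, and 0 columns of the table were left without a culture. A pairing of same-numbered cultures across the lines was inferred from the replicate numbers alone. The labels call the lines knockouts where the paper calls them *KD*, and state that the lysed cells were flash frozen where the methods state that they were not.

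The authors deposited whole-number counts of reads per gene, without normalization, for 55228 genes. Before that, the authors had trimmed reads and removed those under an average quality of 20 with fastp, mapped the rest to GRCm38 with HISAT2 and counted reads over exons at the level of the gene with featureCounts. The authors then tested these counts with the Wald test of DESeq2 and put the shared genes into Enrichr. Neither the normalized values of the authors nor the Enrichr libraries were used here. Positions, exons, GC content and length were taken here from the GENCODE annotation of GRCm38, in a release other than the one the paper names. Of the gene names in the table, 53462 matched it directly, 131 matched through an older name and 1635 did not match. GC content and length were known for 15107 of the 15253 genes tested (99.0%).

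Depth ranged from 19231428 to 28360592 counts per culture. A floor of 3 counts was used for what a library can show, and a fold change against a group whose libraries were all at or under the floor was computed against the floor and is given as a lower bound. Values in CPM are counts scaled to the TMM-adjusted library size, given as mean and SD over 3 cultures. Replicates of each line were compared by a chi-square test over genes, and no pair was close enough to be counted as 1 library.

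Expression was tested with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood test, with TMM scaling, its expression filter on the 3 groups, and 1 fit of all 9 cultures without a block. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1. The standard error of a log2 fold change was computed from the fold change and the F statistic, and none is given where a group had no count. Because the cultures carry replicate numbers, every gene test, and every list and chromosome test against *WT*, was repeated with the replicate number as a block, and the pairing was checked by correlating the deviations of cultures from the means of their lines. Under the block, 1424 genes were higher and 1136 lower in *KD1*.

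The genes named are a list of 25 written beforehand, of genes that the paper names in its account of the RNA-seq data, in the protein and qPCR results built on it, or as planar cell polarity or nuclear factors. The list also holds *Vangl1*, where the paper's text speaks of VANGL proteins. To these were added the 5 genes with the largest mean rise and the 5 with the largest mean fall among genes called the same way in both lines, with a mean log2 CPM above 1 and every *KD* culture beyond every *WT* culture. The 2 genes with the largest difference between the lines in each direction, among those called in opposite directions, were added too. For each, the share of windows of 50 bases in its exons that also occur in other genes, and any exon overlap with another gene, were computed from the reference, since such reads can be counted on the wrong gene. The guide sequences in the methods were matched to the transcripts of *Vangl2*.

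There were 10 gene lists, written from general knowledge without reference to the counts. They were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01 and adjustment over all lists and both lines, when at least 5 members passed the filter. The 20 chromosomes were tested in the same way, as the genes lying on each. The self-contained test fry was the alternative for the lists. Genes within 2 Mb of a named gene were used to ask whether its region changed as a whole. To remove a GC trend, a lowess curve with a span of 0.3 was subtracted from the log2 fold changes.

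The counts of called genes were recomputed with DESeq2 1.42.0, with median-of-ratios size factors, with library size alone, with no filter on low counts beyond 1 count in any culture, with at least 10 counts in every culture, with only the 6 cultures compared, with an adjusted p under 0.01, with glmTreat at a 2-fold change, with counts thinned at random to the smallest library, with the replicate block, and with each of the 9 cultures left out in turn. Named genes were recomputed under the same alternatives apart from the adjusted p under 0.01 and glmTreat. Lists were recomputed under those of the named genes with fry in place of DESeq2, and chromosomes under those of the named genes apart from DESeq2, thinned counts and the 6 cultures compared. The 6 cultures of each comparison were also split in all 10 ways into groups of 3, and all 9 cultures in 100 of the 108 ways that put same-numbered cultures in 3 different groups.

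The scripts were tested on simulated data first. Counts for 15253 genes were drawn from the means and library sizes of these cultures, with 200 genes changed. The edgeR test recovered 186 of them (93%) and DESeq2 recovered 182 (91%), with 0 false calls each. The camera test gave a p of 4.5e-136 for a shifted list of 30 genes, and 2 of 100 random lists had a p under 0.05. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

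Imaging, FACS, western blot, qPCR and CUT&RUN experiments of the paper were not analysed here. *Csn2* and *Wap* were too low to be tested. Places elsewhere in the genome that the guides may match were not analysed here.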

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

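Chosen only after the results were seen were the tests on splits of the 6 cultures of the *KD* lines, the list tests of *KD2* against *KD1* and the removal of a GC trend from them, chromosomes 13, 14 and X as the ones followed up, the splits measured on the mesenchymal list and on these chromosomes, and the counts of cultures beyond those of another line. The other comparisons, gene lists, limits and alternatives were set before the data were examined.

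The paper compares each line with *WT* and does not report a test of the lines against each other. At an adjusted p under 0.05 and an absolute log2 fold change above 1, 2247 genes were higher and 1309 lower in *KD2* than in *KD1*, and 412 genes were called in opposite directions against *WT*. The 6 cultures of the *KD* lines can be split into groups of 3 in 10 ways. Of these, 4 part all same-numbered pairs as the real split does, and the other 6 part 1 pair only. Among the 4, 1 split (the real one) gave as many higher genes and 1 as many lower genes, and the other 3 gave 0 calls, with 44 to 422 genes at an unadjusted p under 0.05 against 10700 in the real split. With 4 splits no share under 0.05 can be reached, so these counts cannot be told apart from the grouping of the cultures by this test alone. For the 412 opposite genes, 1 of 100 splits of all 9 cultures (the real one) gave as many. This carries no weight, since the 97 splits that mix lines gave no opposite gene at all, and the real split is in effect set against the 2 that put another whole line in place of *WT*, which gave 187 and 158. Across genes, the fold change between the lines had a Spearman correlation of 0.067 with GC content and 0.0036 with length. Each *KD* line is 1 clone made with its own guide, so a difference between the lines cannot be told apart from one that arose in cloning.

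Of the named genes, 30 differed between the lines at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with p from 1.1e-14 (*Sprr2g*) to 0.042 (*Ctcf*). In 30 of the 30, all 3 *KD2* cultures lay beyond every *KD1* culture, where chance gives 10% of genes, but the 30 were picked by this test of the same cultures, so the separation is no separate result. The log2 fold change of *KD2* against *KD1* was 0.68 for *Vangl2*, 1.01 for *Stat5a*, -0.20 for *Stat5b*, 1.73 for *Elf5*, -1.29 for *Ccnd1* and 1.76 for *Irf8*. Among polycomb genes it was -0.45 for *Suz12*, -0.51 for *Mtf2* and 0.89 for *Bmi1*. Among planar cell polarity genes it was -0.17 for *Prickle1*, -2.73 for *Prickle2* and -0.67 for *Vangl1*. It was -0.78 for *Krt14*, 0.60 for *Krt8*, -1.07 for *Cdh1*, 0.35 for *Lmnb1*, 1.18 for *Runx2*, -0.37 for *E2f1*, -0.15 for *Ctcf* and -0.28 for *Rest*. Of the genes that changed most in both lines, it was -4.11 for *Nos2*, 1.18 for *Gm4070*, -4.20 for *Clic5*, 3.30 for *Ntn1* and 0.69 for *Apol9b*, while *Hhip* was at least 2.05-fold higher in *KD2*. Of the genes changed in opposite directions, *Ptx3* was at least 249.6-fold and *4930597G03Rik* at least 68.8-fold higher in *KD2*, *Lancl3* was at least 59.3-fold higher in *KD1* than in *KD2*, and *Sprr2g* had a log2 fold change of -9.09. These last 4 were picked for their difference, so that they differ is no separate result. *Lancl3* was at the floor in both *WT* and *KD2*, so its fall in *KD2* against *WT* was not measurable and its place among the opposite genes rests on counts at the floor. Reads shared with other genes limit *Gm4070*, *Apol9b*, *Krt8* and *Ccnd1* most.

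Scaling of the libraries was tested as an explanation of these differences, and with median-of-ratios factors or library size alone 4 of the 30 genes (*Stat5b*, *Prickle1*, *Ctcf* and *Rest*) lost the call or changed sign. After a GC trend was removed, 0 of the 30 changed sign, and after the median of each gene's chromosome was subtracted, 0 did. The other differences kept their direction under these settings. The GC trend was weak (Spearman correlation 0.067) and scaling shifts all genes alike, so only values near 0 were likely to change sign. GC or scaling effects of another form were not tested. Whether they come from the guide, the edited allele or the cell each clone grew from was not tested.

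Between the lines, 5 lists moved by camera with Benjamini-Hochberg adjustment over 10 lists. The median log2 fold change of *KD2* against *KD1* was 0.58 for interferon and IRF response genes (51 of 68 higher, adjusted p = 0.0030) and -0.36 for S phase genes (4 of 44 higher, 0.0030). For developmental transcription factor families often marked by polycomb it was 0.30 (48 of 74 higher, 0.035). It was -1.31 for epithelial genes (1 of 23 higher, 1.0e-11) and 2.92 for mesenchymal genes (19 of 23 higher, 2.0e-19). The other lists did not pass, with adjusted p from 0.19 to 0.98. For these 5 lists, all 3 cultures of each *KD* line lay beyond every *WT* culture, on opposite sides for all but the interferon list. No alternative was run on the tests between the lines. Against *WT*, the S phase median stayed between 0.19 and 0.26 in *KD1* and between -0.21 and -0.07 in *KD2* over 17 alternatives, 2 of which change the scaling, and the developmental median between -0.25 and -0.03 and between 0.07 and 0.19. After a GC trend was removed, the median of *KD2* against *KD1* was -0.34 for the S phase list, 0.29 for the developmental list and 0.58 for the interferon list, close to the -0.36, 0.30 and 0.58 before. The GC trend across genes was thus too weak to produce these differences, and a GC effect of another form was not tested.

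The paper does not report epithelial or mesenchymal genes as lists. Against *WT* the median of 23 epithelial genes was 0.31 in *KD1* (19 higher, adjusted p = 0.0047) and -0.79 in *KD2* (4 higher, adjusted p = 3.4e-07, both by camera), and that of 23 mesenchymal genes was -1.99 in *KD1* (5 higher, adjusted p = 1.4e-12) and 1.31 in *KD2* (16 higher, adjusted p = 1.1e-05). The filter at 10 counts in every culture, which left 16 of the 23 mesenchymal genes, moved their medians most, to -1.12 and 0.82. Scaling by library size alone left the median nearest to 0 at 0.29, and removal of a GC trend left it at 0.29 as well (0.292). Without *Fn1*, which takes the most counts in *KD2*, the mesenchymal median in *KD2* was 1.04. In 1 of 100 splits of the 9 cultures (the real one) the mesenchymal medians of the groups lay as far apart, and the next distance was 2.74. A mixture of cell types in the *KD2* cultures was left open, since the median varied between replicates with an SD of 0.138 and a stable mixture would look the same. The pattern therefore cannot be told apart from a change in the make-up of the cultures.

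Among 20 chromosomes tested in each line by camera with Benjamini-Hochberg adjustment, 11 results passed, and in each all 3 cultures of the line lay beyond every *WT* culture. In *KD1* the median log2 fold change was -0.27 on chromosome 8 (adjusted p = 0.0016) and 0.15 on chromosome 11 (0.025). In *KD2* it was -0.20 on chromosome 5 (0.025), 0.23 on 6 (0.0087), -0.19 on 8 (0.049), 0.22 on 12 (0.012), -0.66 on 13 (3.1e-13), -0.47 on 14 (3.8e-07), 0.28 on 17 (1.3e-04), 0.23 on 18 (0.012) and -0.63 on X (8.8e-14). As many chromosomes passed in 75 of 100 splits of the 9 cultures. Splits that spread the lines unevenly over the groups carry differences between lines too, so this share does not test the number that passed. The splits with 1 culture of each line in every group, looked at only after the results were seen, gave 0 or 1 chromosomes.

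For chromosomes 13, 14 and X in *KD2*, the highest of the 3 medians was -0.45 after a GC trend was removed, -0.36 with library size alone and -0.43 with a *KD2* replicate left out, where the highest as analysed was -0.47. The GC trend, the scaling and any 1 *KD2* culture thus each moved the medians by less than the fall, but the first barely changed them and the scaling shifts all genes alike, so other forms of these biases are left open. With no filter on low counts the medians were nearer to 0, at -0.22 on chromosome 13, -0.12 on 14 and -0.38 on X, and all 3 chromosomes still passed by camera with Benjamini-Hochberg adjustment (adjusted p = 1.5e-05, 0.0013 and 4.5e-07, the highest over the 14 alternatives, where the lowest were 1.8e-17, 1.8e-09 and 4.2e-15). The size of the fall thus depends on that filter. When each chromosome was divided by position into 4 parts, the highest median of any part was -0.34, which is consistent with fewer copies of the whole chromosomes in *KD2*. The 3 medians were all as low in 7 of 100 splits of the cultures, the real one included. All 7 kept the 3 *KD2* cultures together and changed only which *WT* and *KD1* cultures they were compared with. The fall in *KD2* cannot be told apart from a change in copy number, and no DNA data were analysed here.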

How the results depend on the processing

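No alternative was added, and no test in this part was chosen, after the results were seen. The 9 counts of genes called higher or lower in each comparison, in both lines or in opposite directions stayed within 1.5 times their value under DESeq2, both other scalings, no filter on low counts, a fit of only the 6 cultures compared, an adjusted p under 0.01, thinned counts, the replicate block and each of the 9 fits without 1 culture. The genes higher in *KD1*, 1425 as analysed, numbered 1570 with DESeq2 (1351 of them the same genes), 1466 with median-of-ratios factors, 1406 with library size alone, 1906 with no filter and 1359 with thinned counts. They numbered 1424 with the replicate block, of which 1414 were the same genes. The fits without 1 culture gave 1387 to 1459.

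Requiring at least 10 counts in every culture, which tests 12296 genes, moved all 9 counts. It gave 766 genes higher and 553 lower in *KD1*, 1173 higher and 525 lower in *KD2*, 293 higher and 123 lower in both, 169 in opposite directions, and 1181 higher and 733 lower in *KD2* than in *KD1*. Every call of a lower gene in either line was among those made as analysed. Of the named genes against *WT*, 58 results were past the threshold as analysed and 28 with this filter. This filter removes genes that are silent in 1 line, which shows part of the cause. The test glmTreat, which asks for more than a 2-fold change with confidence, gave 942 higher and 726 lower in *KD1*, 1395 higher and 595 lower in *KD2*, 271 higher and 189 lower in both, and 211 in opposite directions. Its counts for *KD2* against *KD1* stayed within 1.5 times. Of the genes called in 1 line only, those higher in *KD2*, 1609 as analysed, numbered 2426 with no filter and 880 with at least 10 counts, which also took those higher in *KD1* from 823 to 473. Those lower in *KD1*, 840, and in *KD2*, 721, numbered 430 and 402 with at least 10 counts and 537 and 406 with glmTreat. The other alternatives left these counts within 1.5 times.

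Gene list tests past the threshold numbered 7 as analysed, 10 with the replicate block, 11 with no filter and 17 with fry, which asks another question of the lists. The block added S phase genes in both lines and the developmental transcription factor families in *KD1* (median -0.20, adjusted p = 0.047 by camera with Benjamini-Hochberg adjustment, against 0.086 as analysed and 4.5e-05 to 0.13 over the alternatives). Chromosome tests numbered 11 as analysed and 7 with no filter. The cause of the shifts with no filter was not tested. Library size alone moved the median log2 fold change of all genes in *KD2* from 0.0091 to 0.12, the only scaling that moved it by over 0.1, and left the share of higher genes at 74.4% against 68.3%. Changes with library size alone in *KD2* are best read against that shift.

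For the named genes, 1775 values were recomputed for 107 results, and 1664 kept their direction and side of the threshold, 50 lost the threshold, 33 gained it and 28 changed sign. For the lists, 299 of 340 were unchanged in this sense, 0 lost the threshold, 19 gained it and 22 changed sign. For the chromosomes that passed, 141 of 154 were unchanged and 13 lost the threshold, 10 of them chromosome 8 in *KD2*.

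The values that changed sign were all near 0 and not past the threshold, and apart from the shift with library size alone the cause was not tested. *Rest* in *KD1*, at -0.010, became 0.0033 with DESeq2, 0.013 with median-of-ratios factors, 0.025 with at least 10 counts, 0.011 with only the 6 cultures compared and 0.017 with thinned counts, and ranged from -0.033 to 0.040 over the fits without 1 culture. Library size alone gave 0.071 for *Irf1* and 0.028 for *Rnf2* in *KD2* against *KD1*, and against *WT* in *KD2* 0.038 for *Rnf2*, 0.056 for *Stat5b* and 0.029 for *Vangl1*. At least 10 counts gave 0.017 for *Stat5b* in *KD2* and 0.0027 for *Suz12* in *KD1*, where thinned counts gave 0.0070. No filter gave -0.0079 for *Ezh2* in *KD2* against *KD1*. Over the fits without 1 culture, the *KD2* value ranged from -0.024 to 0.146 for *Bmi1*, -0.250 to 0.062 for *Prickle2*, -0.127 to 0.046 for *Rnf2*, -0.090 to 0.019 for *Stat5b* and -0.034 to 0.139 for *Vangl2*. That of *Rnf2* ranged from -0.0039 to 0.073 in *KD1* and from -0.174 to 0.021 between the lines.

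Of the list medians, that of G2 and M phase genes in *KD1* became 0.020 with median-of-ratios factors, 0.0064 with no filter, 0.033 with at least 10 counts, 0.020 with thinned counts and 0.019 with only the 6 cultures compared, and ranged from -0.023 to 0.046 over the fits without 1 culture. The p53 median in *KD2* became -0.017 with no filter, -0.0059 with at least 10 counts and -0.0056 with the replicate block, and ranged from -0.063 to 0.064 without 1 culture. The milk synthesis median became 0.019 in *KD1* and 0.030 in *KD2* with at least 10 counts and 0.0015 in *KD1* with thinned counts, and ranged from -0.268 to 0.029 in *KD2* without 1 culture. The STAT5 median in *KD2* became -0.049 with no filter. The polycomb core median in *KD2* became 0.041 with library size alone and 0.0036 with at least 10 counts.

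*Csn2* and *Wap* had at most 1 count in any culture and could not be compared at this depth. The paper measured them after differentiation, which these cultures had not undergone. Depth limits *Irf8* and *Elf5*, whose changes rest on at most 24 and 59 counts per culture.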

Differences from the paper's values

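Chosen only after the results were seen, in this part, were the list test of *KD2* against *KD1* and the counts of cultures beyond those of another line. Of the Venn diagrams in Supplementary Figure S2I, the paper's legend gives 609 genes upregulated in *KD1*, and 1425 were found here. The paper gives 680 upregulated in *KD2* against 2211 here, 405 downregulated in *KD1* against 1143, and 262 downregulated in *KD2* against 1024. For the shared genes the paper gives 143 upregulated against 602 here and 135 downregulated against 303.

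Among the alternatives set before the data were examined, at least 10 counts in every culture brought the count within 1.5 times the paper's for genes higher in *KD1* (766), genes lower in *KD1* (553) and genes lower in both lines (123). The test glmTreat at a 2-fold change did so for genes lower in both lines (189). None of the alternatives set before the data were examined closed the gap for genes higher in *KD2*, genes lower in *KD2* or genes higher in both lines. DESeq2, the tool the paper names, gave 1570, 2504, 1186 and 1079 for the single lines and 590 and 322 for the shared genes, and closed no gap.

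Read as regions of the diagram, the paper's numbers stand for genes called in 1 line only. The paper's 680, 405 and 262 then stand against 1609 higher in *KD2* only, 840 lower in *KD1* only and 721 lower in *KD2* only, and its 609 against 823, which is within 1.5 times. For the last, DESeq2, the tool the paper names, gave 980 and the fit with no filter on low counts 1177, neither of them within 1.5 times. At least 10 counts in every culture closed the gap for genes higher in *KD2* only (880) and lower in *KD1* only (430), and glmTreat for genes lower in *KD1* only (537). None of the alternatives closed it for genes lower in *KD2* only.

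The paper states that loss of *Vangl2* raises *Stat5a*. It measured *Stat5a* expression in acini and organoids grown in Matrigel, and STAT5 protein by immunostaining of confluent cells. For the rise it also cites the enriched pathways of the RNA-seq data. The values here are transcripts of undifferentiated cells grown in dishes, so they do not test the measurements in Matrigel or of protein. *Stat5a* was higher in *KD2* (log2 fold change 0.92), while in *KD1* it was -0.09 (0 of 3 cultures above every *WT* culture, adjusted p = 0.42 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p ranged from 0.20 to 0.95 over the 17 alternatives, none of which called it. The difference between the lines was 1.01 (adjusted p = 1.8e-07, the same test). The paper states that the *KD* lines express more of the genes involved in STAT5 signaling. Its increase in CCND1 in these lines was seen by immunostaining, and protein was not measured here. *Ccnd1*, which the paper names as a STAT5 target, was lower in *KD2* than in *WT* in 3 of 3 cultures (log2 fold change -0.18, adjusted p = 0.0047, the same test, 1.3e-04 to 0.20 over the alternatives), and no alternative made it higher.

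The paper states that the STAT5 pathway was upregulated in both lines. The STAT5 list here, which is not the set the paper tested, did not pass in *KD2* by camera with Benjamini-Hochberg adjustment (median 0.06, 7 of 14 genes higher, 2 of 3 cultures above every *WT* culture, adjusted p = 0.37, and 0.0012 to 0.45 over the alternatives). Fry was the only alternative that called it. The difference between the lines was not past the threshold (median -0.32, adjusted p = 0.19 by camera).

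The paper states that SUZ12, EZH2, MTF2 and RNF2 pathway components were downregulated in both lines. The *Suz12* transcript was lower in *KD2* only (-0.48, against -0.03 in *KD1*, with a difference between the lines of -0.45, adjusted p = 5.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mtf2* was lower in *KD2* (-0.24) and higher in *KD1* (0.27), *Ezh2* was higher in *KD2* (0.17) and at 0.13 in *KD1*, and *Rnf2* was at 0.03 and -0.07 and called in no alternative. No alternative called *Suz12* or *Mtf2* lower in *KD1*, or *Ezh2* lower in either line. The list of 32 polycomb core components did not pass in either line by camera (medians -0.05 and -0.07, adjusted p = 0.37 for both, 9.2e-06 to 0.41 in *KD1* and 4.9e-06 to 0.74 in *KD2* over the alternatives). All 3 cultures of each line had a median below every *WT* culture. Fry called the list in both lines, and the fit with no filter on low counts called it in *KD2*. The sets behind Supplementary Figure S2K hold genes bound by these proteins and were not used here. A list of developmental transcription factor families often marked by polycomb, with 74 genes tested, did not pass by camera. Its median was -0.20 in *KD1* (adjusted p = 0.086, 4.5e-05 to 0.13 over the alternatives). In *KD2* it was 0.08 (adjusted p = 0.47 by camera, 9.4e-04 to 0.62 over the alternatives).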

Other observations

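Chosen only after the results were seen were the tests on splits of the 6 cultures of each line and *WT*. So were the splits measured on the interferon list and the look at which cultures the splits kept together. The counts of cultures beyond those of another line were also chosen then.

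Genes called the same way in both lines were set against a hypothesis of drift between lines with no common direction. Under it, each of the 3 lines would stand apart from the other two about as often, while a shared effect of *Vangl2* loss would make *WT* the odd line most often. *WT* stood apart at 905 genes (303 higher and 602 lower in *WT*), *KD1* at 1525 and *KD2* at 1890. *WT* thus had 0.593 of the smaller of the other counts, and neither expectation was met. The expectation of equal counts treats the 3 lines alike, although *WT* is the parental line of both clones. Drift in each clone could make *KD1* and *KD2* stand apart more often than *WT*, as they did. That both lines share the *WT* cultures was tested as another source. With different *WT* cultures for each line the correlation of their fold changes was 0.210 to 0.226, against 0.247 with the same cultures. Noise of single *WT* cultures thus made up little of the correlation. All these cultures are of the same *WT* line, and the overlap of calls was not recomputed, so the shared *WT* line remains as a source. Effects of cloning and nucleofection common to both lines could not be separated, since there were 0 control libraries cloned without a *Vangl2* guide. In 4 of 100 splits of the 9 cultures as many genes were higher in both groups, and in 8 of 100 as many were lower, although 90 of the 100 gave no shared or opposite gene at all, so these shares say little. With *KD1* put in place of *WT* the shared genes were 783 and 742, and with *KD2* in its place 484 and 1406. Drift of each clone away from *WT* is not ruled out by these counts, and *WT* was not the odd line most often. The source of the shared genes is therefore left open. An effect of cloning could be part of it.

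For *KD1* against *WT* and *KD2* against *WT*, 1 of the 4 splits that part all same-numbered pairs (the real one) gave as many genes in either direction, and the design cannot give a share under 0.05. The other 3 splits gave 0 calls in each comparison, with 109 to 144 genes at an unadjusted p under 0.05 for *KD1*, where the real split gave 9346, and 110 to 339 for *KD2*, where it gave 10650. The remaining 6 of the 10 splits part 1 pair only.

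Interferon and IRF response genes were higher in both lines. Scaling of the libraries was tested as an explanation, and with library size alone the lower of the medians in the lines was 1.51. After a GC trend was removed it was 1.53. In 3 of 100 splits of the 9 cultures both medians were as high, and the 2 others kept the *WT* cultures together and mixed cultures of the *KD* lines. As analysed it was 1.53 too, so neither setting moved it by much, and the source of the rise is left open. Whether it comes from the loss of *Vangl2*, from nucleofection or from cloning was not tested, for want of a control line. The number of list tests past the threshold, 7, was reached in 47 of 100 splits. Splits that spread the lines unevenly carry differences between lines too, so this share does not test that number. The splits with 1 culture of each line in every group, looked at only after the results were seen, gave 0 to 2 list tests.

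*KD2* replicate 3 stood apart from the other *KD2* replicates. Its deviation from the mean of the *KD2* cultures had a Spearman correlation across genes of 0.656 with GC content and -0.277 with length, where genes are not independent replicates, and both GC content and length bias remain as explanations. Lower depth was tested by thinning all libraries, after which the SD of its deviation was 0.353, and it does not account for the distance. *WT* replicate 1 had 0.360. *KD2* replicate 3 was the lowest culture for *Suz12*, *Mtf2* and *Rnf2*, whose falls in *KD2* are smaller, or for *Rnf2* absent, without it.

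Copy number of the region was tested as an explanation for *Stat5a*, *Ccnd1* and *Bmi1*, and for no other named gene. For *Stat5a* in *KD2* the median of 96 other genes within 2 Mb was 0.0445, and the overlapping gene *Stat3* rose by 0.858 in *KD2* but also in *KD1* (0.93), where *Stat5a* did not, so neither accounts for the rise. For *Ccnd1* in *KD1* the median of 25 neighbours was 0.320, and a change in copy number could account for part of the rise. *Bmi1*, which the paper's earlier work found lowered with the loss of *Vangl2*, was lower in *KD1* in 3 of 3 cultures (log2 fold change -0.86, standard error 0.088, adjusted p = 1.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and not in *KD2* (0.03, adjusted p = 0.76, the same test). In *KD2*, 1 of 17 alternatives put *Bmi1* past the threshold, as a rise, and 2 changed its sign. The line difference was 0.89 (adjusted p = 6.7e-07). The median of 12 neighbours of *Bmi1* in *KD1* was -0.416, so a change in copy number of the region could account for part of the fall in *KD1*. *Bmi1* shares 16.7% of its sequence windows with other genes.

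The paper's FACS data show more S phase cells in *KD1*. A list of 44 S phase genes had a median log2 fold change of 0.22 in *KD1* (31 higher, adjusted p = 0.14 by camera) and -0.18 in *KD2* (14 higher, adjusted p = 0.086 by camera), so neither line passed against *WT*, and all 3 cultures of each lay beyond every *WT* culture. The adjusted p was 0.047 in both lines with the replicate block, and over the alternatives it ranged from 3.2e-04 to 0.22 in *KD1* and from 1.8e-04 to 0.20 in *KD2*.

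Of the planar cell polarity genes, *Prickle1* was higher in both lines (0.86 and 0.70), and *Prickle2* (2.62) and *Vangl1* (0.59) were higher in *KD1* and not called in *KD2*. *Runx2* was lower in both lines (-1.66 and -0.48), as was *Ctcf* (-0.63 and -0.78), in 3 of 3 cultures each. *Cdh1* was higher in *KD1* (0.37) and lower in *KD2* (-0.69). For their differences between the lines, scaling, GC content and chromosome-wide shifts were tested as for the other named genes. The difference between the lines lost its call in 6 of 17 alternatives for *Prickle1* and in 11 of 17 for *Ctcf*, a change of scaling among them. *Ctcf* lies on chromosome 8, whose median was -0.27 in *KD1* and -0.19 in *KD2*. For the changes against *WT* no explanation was tested beyond the alternatives. The table holds 37 mitochondrial genes and 0 had a count in any culture, so how the share of mitochondrial reads varied was not analysed here.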
